# FGF21 controls hepatic lipid metabolism via sex-dependent interorgan crosstalk

**DOI:** 10.1172/jci.insight.155848

**Published:** 2022-10-10

**Authors:** Aki T. Chaffin, Karlton R. Larson, Kuei-Pin Huang, Chih-Ting Wu, Nadejda Godoroja, Yanbin Fang, Devi Jayakrishnan, Karla A. Soto Sauza, Landon C. Sims, Niloufar Mohajerani, Michael L. Goodson, Karen K. Ryan

**Keywords:** Endocrinology, Hepatology, Growth factors, Obesity, Sex hormones

## Abstract

The liver regulates energy partitioning and use in a sex-dependent manner, coupling hepatic substrate availability to female reproductive status. Fibroblast growth factor 21 (FGF21) is a hepatokine produced in response to metabolic stress that adaptively directs systemic metabolism and substrate use to reduce hepatic lipid storage. Here we report that FGF21 altered hepatic transcriptional and metabolic responses, and reduced liver triglycerides, in a sex-dependent manner. FGF21 decreased hepatic triglycerides in obese male mice in a weight loss–independent manner; this was abrogated among female littermates. The effect of FGF21 on hepatosteatosis is thought to derive, in part, from increased adiponectin secretion. Accordingly, plasma adiponectin and its upstream adrenergic receptor → cAMP → exchange protein directly activated by cAMP signaling pathway was stimulated by FGF21 in males and inhibited in females. Both ovariectomized and reproductively senescent old females responded to FGF21 treatment by decreasing body weight, but liver triglycerides and adiponectin remained unchanged. Thus, the benefit of FGF21 treatment for improving hepatosteatosis depends on sex but not on a functional female reproductive system. Because FGF21 provides a downstream mechanism contributing to several metabolic interventions, and given its direct clinical importance, these findings may have broad implications for the targeted application of nutritional and pharmacological treatments for metabolic disease.

## Introduction

Male and female mammals experience divergent energetic requirements to ensure successful reproduction, resulting in a well-appreciated sex difference in the provisioning and utilization of fuel sources (1, 2). At rest, males tend to oxidize free fatty acids (FFAs) whereas females incorporate FFAs into triglycerides to be stored as fat to support their continued reproductive capacity in the face of limited food availability. During pregnancy and lactation, these energy stores are mobilized, which spares glucose and proteins for growth of the offspring (1). When individuals are subjected to complete starvation, females have a greater ratio of lipid to protein loss and are more likely to survive (3, 4). The liver plays a critical role in this sex-dependent control of substrate utilization, and recent evidence describes the coupling of hepatic lipid, carbohydrate, and amino acid availability to female reproductive status (5).

Fibroblast growth factor 21 (FGF21) is a protein hormone secreted from the liver and adipose tissue in response to nutritional and/or intracellular stress (6–9), and it acts both locally and via interorgan crosstalk to direct macronutrient intake and metabolism (10–12). In the adipose tissues, FGF21 signaling increases glucose uptake (13), increases mitochondrial biogenesis and oxidative metabolism (14, 15), and induces secretion of the hormone adiponectin (16, 17). In the liver, FGF21 decreases triglyceride content by reducing lipid uptake and de novo lipogenesis and by increasing hepatic fatty acid oxidation (18–20). Consequently, FGF21 is a promising therapeutic target for the treatment of fatty liver disease (21–23). The effects of FGF21 on hepatic lipid handling are recapitulated by pharmacological treatment with adiponectin (24, 25). Accordingly, interorgan crosstalk via adiponectin is thought to provide a key mechanism contributing to the beneficial effects of FGF21 in the liver (16, 17), including for hepatosteatosis, since FGF21 is ineffective in reducing liver triglycerides in adiponectin-null mice (17).

FGF21 is therefore well situated to direct the sex-dependent control of hepatic lipid handling. In agreement with this possibility, several recent studies report sex-dependent control of FGF21 secretion (26, 27). Moreover, we recently reported that several of the metabolic effects of dietary protein dilution, which are mediated by FGF21 (28–30), are sex dependent and that this sexual dimorphism requires the presence of an intact female reproductive system (31). In the present study we investigated the role of sex and reproductive status on the control of adiponectin secretion and liver triglycerides by FGF21.

## Results

### Effects of FGF21 on energy balance are sex dependent.

To determine the importance of sex as a variable affecting the control of energy balance by FGF21, we administered FGF21 by intraperitoneal (i.p.) injection to diet-induced obese (DIO) male and female C57BL/6J littermates for 12 days. FGF21-treated mice lost body weight in a sex-dependent manner [*P* (treatment × sex) < 0.05], affecting males (Tukey, *P* < 0.001) but not females. This was true whether weight change was expressed as an absolute value (g) or as a percentage of total starting body weight (Figure 1, A–D). As expected, body composition analysis (time domain NMR, Bruker) demonstrated the weight loss was derived primarily from fat [*P* (treatment × sex) < 0.01], likewise affecting males (Tukey, *P* < 0.001) but not females (Figure 1, E and F). Consistent with previous reports (11), FGF21-treated mice had greater caloric intake relative to controls, even as males lost weight. The effect of FGF21 to increase caloric intake occurred in both males and females [*P* (treatment) < 0.05], though it was perhaps more apparent among the female littermates (Tukey, *P* < 0.05) (Figure 1G). Accordingly, feed efficiency was decreased by FGF21 in males (Tukey, *P* < 0.001) but not female mice (Figure 1H).

### Effect of FGF21 on glucose tolerance is not dependent on sex.

To determine the importance of sex as a variable affecting the control of blood glucose by FGF21, we performed i.p. glucose tolerance tests immediately following the first dose of FGF21 or vehicle and again after 10 days of twice daily i.p. FGF21 injections. In agreement with the literature, FGF21 improved glucose tolerance as early as 2 hours following the initial dose, and this was true for both males [*P* (treatment) < 0.01] (Figure 2A) and females [*P* (treatment) < 0.05] (Figure 2B). When comparing the area under the curve, we observed a main effect of sex (*P* < 0.0001) and treatment (*P* < 0.001), and there was no interaction between sex and treatment (Figure 2C). Likewise, on day 10, FGF21 improved glucose tolerance in both males [*P* (treatment) < 0.01] (Figure 2D) and females [*P* (treatment) < 0.05] (Figure 2E). Again, we observed a main effect of sex (*P* < 0.01) and treatment (*P* < 0.001) but no interaction between sex and treatment (Figure 2F). Thus, FGF21 improved glucose control in both males and females, despite divergent effects on body weight in this study.

### Effects of FGF21 on liver triglycerides are sex dependent, and this does not depend on body weight loss.

Given the dramatic effect of FGF21 to reduce liver triglycerides (20, 32), we were curious about the importance of sex as a biological variable for this key outcome. We measured the triglyceride content of livers collected from the mice represented in Figures 1 and 2. In agreement with the literature, we found that FGF21 treatment reduced liver triglycerides by about 70% in males, whereas it had no appreciable effect in females [*P* (treatment × sex) < 0.001; Tukey, *P* < 0.001] (Figure 3A). Because liver triglycerides of vehicle-treated males were significantly greater than those of vehicle-treated females (Tukey, *P* < 0.01), we considered the possibility of a floor effect. The data suggest this is unlikely, however, because FGF21-treated male livers had significantly *lower* triglyceride content than FGF21-treated female livers (Tukey, *P* < 0.05) (Figure 3A), indicating there was sufficient “room for improvement” despite the differing baselines. Next, we considered the possibility that female liver triglycerides were refractory to FGF21 treatment simply because this outcome may be secondary to weight loss. To explicitly isolate the contribution of weight loss, DIO male mice were assigned to 1 of 3 groups: 1 — ad libitum*–*fed + vehicle controls, 2 — ad libitum*–*fed + FGF21, and 3 — weight-matched mice, in which caloric intake was restricted to match the weight loss observed in the FGF21-treated mice (Figure 3, B–D). As expected, ad libitum*–*fed + FGF21-treated males had lower liver triglycerides compared with ad libitum*–*fed + vehicle-treated controls [ANOVA, *P* (group) < 0.01; Tukey, *P* < 0.01]. By contrast, there was no difference in the hepatic triglyceride content of ad libitum*–*fed + vehicle controls versus weight-matched mice. Last, the FGF21-treated mice had significantly less hepatic triglyceride storage than the weight-matched group (Tukey, *P* < 0.05) (Figure 3E). Next, we considered the possibility that females may decrease hepatic triglycerides in response to a higher dose of FGF21. To test this, we administered FGF21 at 1 mg/kg/d, a 5-fold higher dose than our previous experiment, to DIO female mice for 5 days. In agreement with our previous experiment (Figure 1), FGF21 did not significantly decrease body weight (Figure 3, F and G), but it significantly increased caloric intake (*t* test, *P* < 0.05) (Figure 3H). FGF21 did not alter feed efficiency (Figure 3I). Importantly, FGF21 did not decrease liver triglyceride content in DIO females, even at this higher dose (Figure 3J). Therefore, we conclude that FGF21 decreases hepatic triglycerides in a sex-dependent but weight loss–independent manner.

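Hepatic RNA was sequenced from 41 DIO mice: 11 vehicle-treated males, 11 FGF21-treated males, 10 vehicle-treated females, and 9 FGF21-treated females. The mice had received 2 i.p. injections of either 0.1 mg/kg recombinant human FGF21 or saline, which served as vehicle. The first injection preceded the dark phase, the last followed the return of light the next day, and livers were taken 2 hours after the last one. Libraries were made with a 3′-end kit (QuantSeq FWD), which sequences the region next to the polyadenylated end of a transcript, so that the count of a gene does not grow with its length and transcripts with the same 3′ end are not separated. The authors trimmed the first 11 bases of each read, aligned the reads to the mouse genome GRCm38 with STAR and the GENCODE vM15 annotation, and deposited the number of reads counted on each of 52636 genes together with a table of CPM, the count of a gene scaled to the TMM-normalized library total. The kit labels each molecule with a unique molecular identifier, but the methods do not state that copies of 1 molecule were merged, so the counts were taken as reads. Total counts per liver ranged from 2425623 to 4168270 (median 2945950) in vehicle-treated males and from 1902687 to 3871421 (median 2951947) in FGF21-treated males. In females they ranged from 1781653 to 4031033 (median 2969232) with vehicle and from 2130492 to 4007239 (median 2947190) with FGF21. At these totals, 3 counts in a liver correspond to 1.02 CPM in vehicle-treated males and 1.01 CPM in vehicle-treated females, which limits what can be read for genes expressed near 1 CPM. The 10 most abundant genes took a median of 31.1%, 30.2%, 30.7%, and 30.4% of the counts in the 4 groups in the same order, and mitochondrial genes took 23.1%, 22.4%, 22.0%, and 21.7%. No pair of libraries within a group held the same values: over 9449 genes, the chi-square per degree of freedom between 2 libraries of a group was at least 3.07 (median 9.90 over 191 pairs).
Sex labels were checked with sex-linked transcripts. Xist, which is transcribed from the inactive X chromosome, ranged from 469.7 to 929.8 CPM in vehicle-treated females and from 509.9 to 915.6 CPM in FGF21-treated females, and it did not exceed 1.60 CPM in any male. Ddx3y, on the Y chromosome, ranged from 107.1 to 179.5 CPM in males and did not exceed 0.892 CPM in any female.
The deposited counts were normalized by edgeR's TMM method and fitted with edgeR's quasi-likelihood model over all 41 livers, with 1 coefficient for each combination of sex and treatment. FGF21 was compared with vehicle in males and in females, and the treatment × sex interaction was the female log2 fold change minus the male log2 fold change. P values were adjusted by the Benjamini-Hochberg method over all genes tested. Expression is given as TMM-normalized CPM (mean ± SD), and log2 fold changes are given with a standard error (SE). The SE is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. It is unreliable for genes with very few counts in a group. Gene positions are those of GENCODE M21 on GRCm38. The methods do not state whether reads were counted by strand, so a gene on the opposite strand is named where 1 overlaps.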

To identify transcriptional and metabolic pathways contributing to the sex-dependent improvement in liver triglycerides observed above, we analyzed the transcriptome and metabolome of livers collected from DIO mice after an acute treatment of FGF21 following 10 weeks on HFD. 

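In males, 0 of the 13185 genes tested had an adjusted p under 0.05 for FGF21 compared with vehicle, and 1045 had an unadjusted p under 0.05, where 659 would be expected by chance. In females, 4 genes had an adjusted p under 0.05, of which 3 were higher and 1 was lower with FGF21, and 503 had an unadjusted p under 0.05. For the treatment × sex interaction, 0 genes had an adjusted p under 0.05 and 0 had one under 0.10. The smallest adjusted p for the interaction was 0.99, and 572 genes (4.34%) had an unadjusted p under 0.05. The median SE of a log2 fold change was 0.17 in males, 0.18 in females, and 0.25 for the interaction. Across the 13185 genes, which are not independent replicates, the log2 fold changes of males and females had a Pearson r of 0.0609 and a Spearman rho of 0.0665. The number of genes in females ranged from 2, with library totals not normalized by TMM or with no filter on low counts, to 12, with quality weights or with 2 surrogate variables, and it was 7 with limma-voom, the paper's test.

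**Figure D1:**
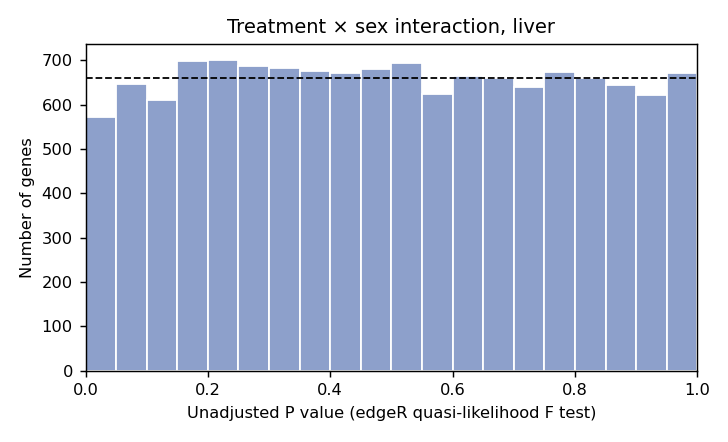
Number of genes (y axis) in each of 20 bins of the unadjusted p for the treatment × sex interaction (x axis), from the edgeR fit of all 41 livers. The horizontal line marks the 659 genes per bin of a uniform distribution. The lowest bin holds 572 genes.

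The 4 genes called in females were Pde4b, Cebpa, Nr0b2, and Ppp1r3g. Pde4b (ENSMUSG00000028525.16, chromosome 4, 102087543 to 102607259), which encodes a cAMP phosphodiesterase, rose from 25.2 ± 7.00 CPM (n = 10) to 47.2 ± 8.83 CPM (n = 9) in females, a log2 fold change of 0.91 (SE 0.13, adjusted p = 7.93e-05). It was higher than in every vehicle-treated female in 8 of the 9 FGF21-treated females. In males, Pde4b went from 19.3 ± 4.23 to 25.9 ± 4.33 CPM (n = 11 each), a log2 fold change of 0.44 (SE 0.13, adjusted p = 0.437), and 10 of the 11 FGF21-treated males were above the vehicle median. Cebpa (ENSMUSG00000034957.10, chromosome 7, 35119293 to 35121928, overlapped on the opposite strand by Gm45091), which encodes the transcription factor C/EBPα, went from 202 ± 20.2 to 147 ± 17.3 CPM in females, a log2 fold change of −0.46 (SE 0.09, adjusted p = 0.0230), and all 9 FGF21-treated females were below every vehicle-treated female. In males its log2 fold change was −0.19 (SE 0.08, adjusted p = 0.565), with 8 of 11 livers below the vehicle median. Nr0b2 (ENSMUSG00000037583.2, chromosome 4, 133553376 to 133556536), which encodes the nuclear receptor small heterodimer partner, rose from 11.7 ± 2.98 to 23.5 ± 8.84 CPM in females, a log2 fold change of 1.00 (SE 0.19, adjusted p = 0.0230), and 6 of 9 livers were above every vehicle-treated female. In males it was 19.3 ± 5.83 CPM with vehicle and 21.2 ± 5.52 CPM with FGF21 (log2 fold change 0.15, SE 0.18, adjusted p = 0.882), with 7 of 11 livers above the vehicle median. Ppp1r3g (ENSMUSG00000050423.11, chromosome 13, 35958839 to 35970388, overlapped on the opposite strand by Gm30127), which encodes a glycogen-targeting subunit of protein phosphatase 1, rose from 1.75 ± 1.39 to 9.39 ± 6.83 CPM in females, a log2 fold change of 2.41 (SE 0.48, adjusted p = 0.0444), and 7 of 9 livers were above every vehicle-treated female. Its counts were low, from 0 to 14 in vehicle-treated females and from 8 to 76 in FGF21-treated females. In males it went from 1.77 ± 2.05 to 3.85 ± 2.32 CPM (log2 fold change 1.04, SE 0.51, adjusted p = 0.617), and 11 of 11 livers were above the vehicle median. The interaction log2 fold changes of Pde4b, Cebpa, Nr0b2, and Ppp1r3g were 0.47, −0.27, 0.85, and 1.37, with unadjusted p of 0.0158, 0.0336, 0.00210, and 0.0679 and an adjusted p of 0.99 for each, so a difference between the sexes in the response of these genes was not shown. With each liver left out in turn, Pde4b kept an adjusted p of at most 0.000513 in females, while Cebpa, Nr0b2, and Ppp1r3g reached 0.0873, 0.0873, and 0.203. Without vehicle-treated female 4, 8, or 9, only 1 of the 4 genes, Pde4b, kept an adjusted p under 0.05. Over the other settings, the adjusted p of Nr0b2 ranged from 0.00152 to 0.0957 and that of Ppp1r3g from 0.00763 to 0.0957, the highest values being those without a filter on low counts.

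**Figure D2:**
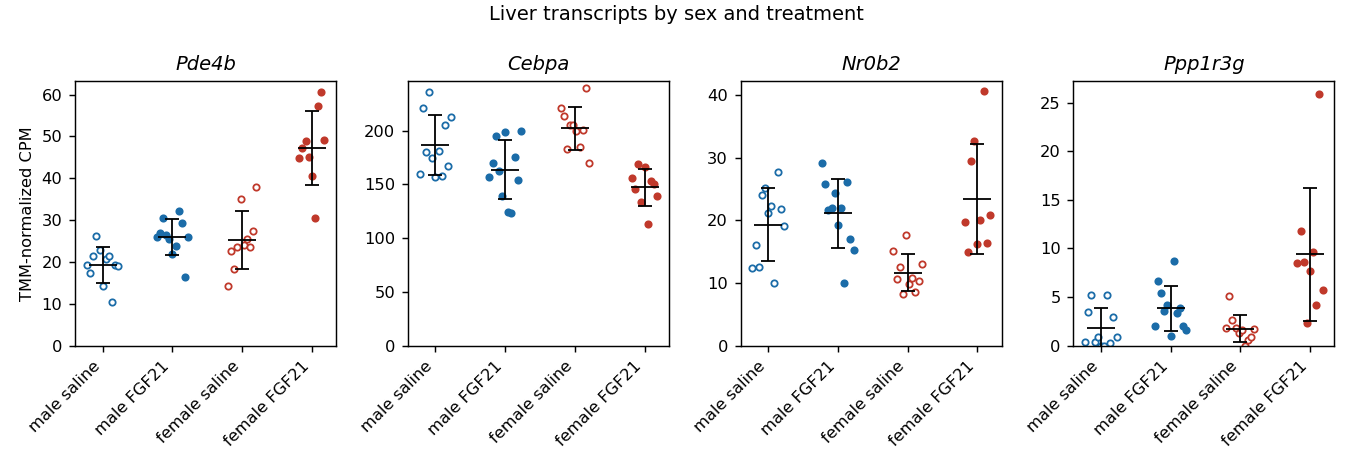
TMM-normalized CPM (y axes) of Pde4b, Cebpa, Nr0b2, and Ppp1r3g in each liver, by sex and treatment (x axes), with the mean ± SD of each group. Open circles are vehicle-treated mice and filled circles FGF21-treated mice, males in blue and females in red. The 9 FGF21-treated females lie below every vehicle-treated female for Cebpa.

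In males, the genes with the smallest p were Slc30a1, Pan2, and Hdhd2. Slc30a1 (ENSMUSG00000037434.7, chromosome 1, 191906767 to 191913247, overlapped on the opposite strand by 1700034H15Rik), which encodes a zinc exporter, went from 76.0 ± 7.90 to 97.7 ± 16.0 CPM (n = 11 each), a log2 fold change of 0.36 (SE 0.08, adjusted p = 0.388), with 11 of 11 livers above the vehicle median. Pan2 (chromosome 10, 128303335 to 128321358) and Hdhd2 (chromosome 18, 76944092 to 76975307) had log2 fold changes of −0.70 and −0.68, each with an adjusted p of 0.388, and in both cases 11 of 11 livers were below the vehicle median. For the interaction, the smallest p were those of Pan2 (interaction 0.89, SE 0.23, unadjusted p = 0.000297), 2410131K14Rik (chromosome 5, 118245227 to 118266093, interaction 0.83, SE 0.22, unadjusted p = 0.000433), and Slc30a1 (interaction −0.43, SE 0.12, unadjusted p = 0.000450), each with an adjusted p of 0.99.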

For both genes and metabolites, fold changes in response to FGF21 compared with vehicle-injected counterparts were calculated within both sexes, then tested for interaction effects between treatment and sex. Differential expression results for the treatment × sex interaction term were then mapped to Gene Ontology (GO) or Kyoto Encyclopedia of Genes and Genomes (KEGG) databases for enrichment test analyses. 

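The members of 4 of the GO pathways were read from the heat maps of Supplemental Figure 1, B–E, and their interaction p values were compared with those of the other genes tested by a one-sided Kolmogorov-Smirnov statistic. The reference was 100000 random gene lists of the same size (permutation test), and this test does not depend on the direction in which a gene changed. The paper's text does not name its enrichment test, and the full set of GO terms was not analysed here. For positive regulation of TOR signaling (29 genes), the statistic was 0.318 (permutation p = 0.00216, adjusted over the 4 lists 0.00432), with 11 genes more positive and 18 more negative in females than in males. For response to amphetamine (6 genes), it was 0.568 (permutation p = 0.0114, adjusted 0.0152), with 2 genes more positive and 4 more negative. For white fat cell differentiation (13 genes), it was 0.545 (permutation p = 0.000160, adjusted 0.000640), with 8 more positive and 5 more negative. For activin receptor signaling (29 genes), it was 0.104 (permutation p = 0.504, adjusted 0.504), with 12 more positive and 17 more negative. The median interaction p of the members was 0.323, 0.257, 0.104, and 0.418 in the same order. Of the members, 3, 1, 3, and 2 had an unadjusted interaction p under 0.05, and 0 in each list had an adjusted p under 0.05 over all genes. Adjusted over the list alone, the number under 0.05 was also 0 in each, with smallest values of 0.315, 0.104, 0.146, and 0.0810. The lists were chosen by the study on these same livers, so neither these list-wide values nor the permutation p are independent evidence. Other set tests were also used, of which camera tests for a shift of the whole list in 1 direction, whereas the members of these lists changed in both. For TOR signaling, amphetamine, and white fat cell differentiation, camera with its preset correlation gave p of 0.256, 0.452, and 0.236, camera with an estimated correlation 0.207, 0.446, and 0.218, and the direction-free p of fry 0.154, 1, and 0.642. A rotation test without fry's approximation, chosen after these values were seen, gave 0.0283, 0.0237, and 0.00820. The p for response to amphetamine was 0.0531 with 2 surrogate variables in the model and 0.0826 without FGF21-treated female 5, and that for activin receptor signaling was 0.0455 with no filter on low counts, against 0.217 to 0.613 under its other settings.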

RNA-Seq analyses found 173 GO pathways that were significantly enriched, with the most enriched pathways being regulation of lipid metabolic process, positive regulation of mTOR signaling, response to amphetamine, white fat cell differentiation, and activin receptor signaling (Figure 3K). Metabolomic analyses found 4 significantly enriched KEGG pathways, including primary bile acid biosynthesis, beta alanine metabolism, fatty acid biosynthesis, and thyroid hormone biosynthesis (Figure 3L).

### FGF21 signaling in white adipose tissue is sex dependent.

Considering the sex-dependent response to pharmacological FGF21 treatment, we explicitly addressed the influence of sex on FGF21 metabolism and on its intracellular signaling in liver and adipose tissue. First, we measured recombinant human FGF21 in plasma collected from mice 2 hours following an i.p. injection. We observed no effect of sex and no interaction between treatment and sex [*P* (treatment) < 0.001] (Figure 4A), suggesting there is no difference in its enzymatic degradation or clearance between males and females. Next, we measured the expression of the immediate early gene early growth response 1 (*Egr1*) in liver and adipose tissues. *Egr1* is induced downstream of the FGF21 receptor complex, and its expression is commonly used as a readout for successful intracellular signaling (14, 33). There was no difference in *Egr1* expression in the livers collected from FGF21- versus vehicle-treated mice of either sex, consistent with an indirect mechanism underlying FGF21’s effect on hepatic lipid metabolism (32) (Figure 4B). *Egr1* expression was greater in intrascapular brown adipose tissue (BAT) [*P* (treatment) < 0.001] (Figure 4C), and inguinal white adipose tissue (WAT) [*P* (treatment) < 0.001] (Figure 4D), of FGF21-treated mice. Again, we observed no effect of sex and no interaction between treatment and sex.

Because recent evidence supports FGF21 as a cell-autonomous regulator of adipose tissue function (34), we measured the WAT expression of FGF21 (*Fgf21*), its receptor FGF receptor 1 (*Fgfr1*), and its co-receptor β-klotho (*Klb*) in inguinal WAT. Endogenous WAT *Fgf21* expression was greater in males than females [*P* (sex) < 0.0001]. WAT *Fgf21* was reduced following treatment with recombinant FGF21 [*P* (treatment) < 0.001], and this was perhaps more apparent among females (~60% decrease in females, Tukey *P* < 0.01) (Figure 4E). We also observed a sex-dependent effect of FGF21 on its receptor(s) expression in WAT. *Fgfr1* expression was changed in a sex-dependent manner [*P* (treatment × sex) < 0.05], such that FGF21 tended to increase *Fgfr1* in males and decrease it in females (Figure 4F). *Klb* expression was decreased by FGF21 in WAT [*P* (treatment) < 0.05]. This was perhaps more apparent among females (Tukey, *P* < 0.01) (Figure 4G). Together these data support that cell-autonomous FGF21 signaling in the WAT is sex dependent.

### Adiponectin response to FGF21 is sex dependent.

Autocrine and/or paracrine signaling by adipocyte FGF21 promotes adipose-liver crosstalk, and reduces liver triglycerides, via the hormone adiponectin (35). Importantly, FGF21 is ineffective to reduce liver triglycerides in adiponectin-null mice, and therefore adiponectin is thought to provide a mechanism contributing to the reduction of liver triglycerides by pharmacological FGF21 treatment (17, 22). Thus, we tested the importance of sex as a variable contributing to FGF21-induced adiponectin secretion. Again, we administered FGF21 by i.p. injection to DIO male and female C57BL/6J littermates for 12 days. To confirm our previous findings, we measured liver triglycerides. We observed a significant effect of FGF21 [*P* (treatment) < 0.05]. Within males, FGF21 decreased triglyceride content by about 50% (Tukey, *P* < 0.01), whereas there was no appreciable effect within females (Figure 5A). Next, we measured circulating adiponectin, from blood collected 20 minutes after the final injection of FGF21. Among males, we observed considerable variance, and in this instance, there was no significant effect of FGF21 (but see Figure 6D). Among females, however, FGF21 unexpectedly *decreased* plasma adiponectin (Mann-Whitney, *P* < 0.01) (Figure 5B). Adiponectin exocytosis is induced downstream of the adrenergic receptor → cAMP → exchange protein directly activated by cAMP (Epac1) pathway (36). Thus, we measured cAMP in WAT collected from these mice. We observed a sex-dependent effect of FGF21 on WAT cAMP [*P* (treatment × sex) < 0.01] such that cAMP tended to be greater in FGF21-treated versus vehicle-treated males and was significantly decreased in FGF21-treated versus vehicle-treated females (Tukey, *P* < 0.01) (Figure 5C). Last, we measured mRNA for adiponectin, α_2_- and β_3_-adrenergic receptors (gene names: *Adra2* and *Adrb3*), and Epac1 (gene name: *Rapgef3*) in WAT collected from the mice in Figures 1 and 2, which were euthanized 2 hours following the final injection of FGF21. FGF21 did not alter adiponectin expression (Figure 5D). Consistent with the plasma adiponectin and cAMP data, we observed a sex-dependent effect of FGF21 treatment on adrenergic receptor and *Rapgef3* expression [*P* (treatment × sex) < 0.05]. FGF21 decreased (Gi protein–coupled) *Adra2* expression in males (Tukey, *P* < 0.01) and decreased both (Gs protein–coupled) *Adrb3* and *Rapgef3* expression in females (Tukey, *P* < 0.05) (Figure 5, E–G).

### Reproductive status influences the sex-dependent control of energy balance, but not hepatosteatosis, by FGF21.

To determine the role of the ovaries in modulating FGF21 action, we administered FGF21 for 12 days to ovariectomized (OVX) females together with sham-operated female and reproductively intact male littermates (all mice were DIO). The effect of FGF21 on body weight depended on sex and reproductive status [*P* (treatment × group) < 0.05], such that the OVX females phenocopied the male response. In this experiment FGF21 significantly reduced body weight in all 3 groups (Tukey, *P* < 0.01), but the magnitude of the effect varied according to group. Among the FGF21-treated mice, males exhibited greater weight loss compared with sham-operated females (Tukey, *P* < 0.001), and OVX females exhibited greater weight loss compared with sham-operated females (Tukey, *P* < 0.001) (Figure 6, A and B), accounting for the significant interaction term in the multivariable analysis. The effect of FGF21 on caloric intake in this experiment [*P* (treatment) < 0.01] was most apparent among OVX females (Tukey, *P* < 0.001), such that FGF21-treated OVX females consumed fewer calories than vehicle-treated controls. Within the male and sham-operated female groups, there was no significant effect of FGF21 on caloric intake (Figure 6C). This differs from the experiment shown in Figure 1; taken together these outcomes mirror the variable effect of FGF21 on caloric intake seen in the broader literature (18, 37–39). In this experiment, FGF21 significantly reduced feed efficiency in all 3 groups, but the magnitude of this effect depended on sex and reproductive status [*P* (treatment × group) < 0.05]. Among FGF21-treated mice, males had decreased feed efficiency compared with sham-operated females (Tukey, *P* < 0.0001), and OVX females had decreased feed efficiency compared with sham-operated females (Tukey, *P* < 0.0001) (Figure 6D).

The effect of FGF21 on liver triglycerides depended on sex [*P* (treatment × group) < 0.05]. FGF21-treated males had fewer liver triglycerides than vehicle-treated controls (Tukey, *P* < 0.001), whereas we again observed no decrease among sham-operated females. Despite the significant FGF21-induced weight loss, OVX females exhibited no change in hepatic triglycerides. Among the vehicle-treated mice, both sham-operated and OVX females had fewer liver triglycerides compared with males (Tukey, *P* < 0.01 and *P* < 0.05, respectively) (Figure 6E). Therefore, we performed an additional experiment to explicitly test the possibility of a “floor effect” for treating hepatic steatosis in DIO females. First, female mice were maintained on HFD for 3 weeks to induce obesity and fatty liver. Next, we switched half the females back to regular chow diet, while the others continued to eat the obesogenic diet for an additional 9 days. As a result, we observed significant weight loss (*t* test, *P* < 0.001) (Figure 6, G and H). Importantly, we observed a 66% decrease in liver triglycerides among females switched to the chow diet “treatment” (Figure 6I). Therefore, we conclude that nutritional intervention can be effective to reduce hepatic steatosis in female mice, yet FGF21 was not. Last, to determine the potential contribution of adiponectin to the phenotypes observed in FGF21-treated males and sham-operated and OVX females, we measured adiponectin in blood collected 20 minutes following the final injection. Consistent with the liver triglycerides, the effect of FGF21 on circulating adiponectin depended on sex [*P* (treatment × group) < 0.01]. In agreement with the literature, FGF21-treated males had higher plasma adiponectin than vehicle-treated controls (Tukey, *P* < 0.01). FGF21 decreased plasma adiponectin among sham-operated females (Tukey, *P* < 0.05), as in Figure 5, and there was no effect of FGF21 in the OVX group (Figure 6F).

### Aging influences the sex-dependent control of energy balance, but not hepatosteatosis, by FGF21.

The influence of gonadal hormones is significantly diminished after reproductive senescence (40). Therefore, to further explore the role of reproductive status, we administered FGF21 for 3 days to 25-month-old “old” and 4.5-month-old “young” DIO mice, maintained on HFD for 2 weeks prior to beginning the experiment. The effect of FGF21 on body weight depended on sex and age [*P* (treatment × sex) < 0.01; *P* (treatment × age) < 0.05], such that FGF21-treated young males (Tukey, *P* < 0.001) and FGF21-treated old mice — both males (Tukey, *P* < 0.0001) and females (Tukey, *P* < 0.05) — lost more weight compared with their vehicle-treated counterparts. For both males and females, the effect of FGF21 on weight loss was greater in old versus young mice (Tukey, *P* < 0.001) (Figure 7, A and B). By contrast, the effect of FGF21 on liver triglycerides depended on sex [*P* (treatment × sex) < 0.05] but not age. Within males, FGF21-treated mice had fewer liver triglycerides than vehicle-treated controls (Tukey, *P* < 0.001). FGF21 decreased liver triglycerides among young males by approximately 60% (Mann-Whitney, *P* < 0.01) and by approximately 50% in old males (Tukey, *P* = 0.051). There was no effect of FGF21 on liver triglycerides in either young or old females, despite old females having roughly the same degree of hepatic steatosis as young males (Figure 7C).

## Discussion

In response to the sex-dependent energetic requirement for successful reproduction, natural selection favors divergent metabolic responses to nutritional challenges (1). Accordingly, males at rest tend to catabolize fatty acids for energy whereas females at rest tend to store fatty acids as triglycerides. These fat reserves are later mobilized to support successful gestation and lactation. Physiologic mechanisms directing the sex-dependent control of lipid metabolism are incompletely understood, despite important implications for reproductive and metabolic health of both women and men. The hormone FGF21 plays a critical role to direct lipid storage and utilization in both adipose tissues and liver in response to energetic and nutritional cues. We and others have recently demonstrated the sex-dependent induction of FGF21 by energetic and nutritional stressors, resulting in sex-dependent changes in energy balance (26, 31), yet whether the metabolic *response* to FGF21 is also sex dependent had not been thoroughly investigated. Altered FGF21 signaling is thought to provide a common mechanism underlying a range of metabolic effectors, including glucagon (41), PPARG agonists (8), ketogenic diet (20, 42), exercise (43), cold exposure (9), caloric and amino acid restriction (44–46), mitochondrial stress, and autophagy deficiency (47) and is itself an important therapeutic target (48, 49). Identifying the role of sex as a biological variable influencing the metabolic response to FGF21, therefore, has broad implications for the targeted application of nutritional and pharmacological treatments for metabolic disease.

In this study, we report the benefit of FGF21 treatment for improving hepatic steatosis depends on sex. In 5 independent experiments, FGF21 failed to decrease liver triglycerides in obese female mice despite an approximately 60% improvement in obese males. This does not rely on sex-dependent differences in adiposity, since we report that the effect of FGF21 to reduce liver triglycerides in males is weight loss independent. This was also not due to a floor effect since DIO female livers exhibited a robust response to a simple dietary intervention.

Surprisingly, the differential effect of sex on hepatic steatosis did not depend on the presence of an intact female reproductive system, nor did it diminish with age. Both OVX and aged female livers remain refractory to the triglyceride-reducing benefits of FGF21. These findings suggest the observed sex differences do not depend on current ovarian hormone levels. That is, ovarian hormones do not have an “activational” role (50, 51) to direct the sex-dependent hepatic response to FGF21. This result agrees with a recent mechanistic account of sexually divergent liver metabolic strategies, wherein estrogen receptor α plays a key “organizational” role to direct fuel selection and lipid handling that is imprinted around the time of parturition (52). That is, estrogen signaling in liver is critical to establish its notably sex-dependent strategies for lipid handling, but the sensitive period for this divergence occurs very early in life and does not rely on the presence of ovarian hormones in adults (52).

To identify liver metabolic pathways associated with the sex-dependent improvement in liver triglycerides observed above, we analyzed the sex-dependent transcriptomic and metabolomic response in livers collected from DIO mice acutely treated with FGF21 or vehicle. The most significantly enriched GO pathway for the treatment × sex interaction term was regulation of lipid metabolic process, which included differential expression of PPARG and several of its lipogenic target genes (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.155848DS1). Accordingly, white fat cell differentiation, a lipogenic pathway, and positive regulation of mTOR signaling, which activates PPARG and downstream lipogenic processes in liver (53, 54), were also among the top 5 significantly enriched pathways in this unbiased analysis. 

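Of the members of regulation of lipid metabolic process that are labelled in Supplemental Figure 1A, 49 were read and tested. Only labelled members could be read, so no test of the whole pathway was made. The interaction log2 fold change was positive for 26 of them and negative for 23, and 23 changed in opposite directions in males and females. Pparg was the 1 member with an unadjusted interaction p under 0.05. Pparg (ENSMUSG00000000440.12, chromosome 6, 115360951 to 115490399, overlapped on the opposite strand by Gm44079) went from 4.98 ± 2.84 to 3.72 ± 2.19 CPM in males (n = 11 each), a log2 fold change of −0.40 (SE 0.30, adjusted p = 0.778), with 7 of 11 FGF21-treated livers below the vehicle median. In females it went from 1.92 ± 1.15 (n = 10) to 3.13 ± 1.54 CPM (n = 9), a log2 fold change of 0.70 (SE 0.37, adjusted p = 1.00), with 8 of 9 livers above the vehicle median. The interaction was 1.10 (SE 0.47, unadjusted p = 0.0247, adjusted p = 0.99). The counts of Pparg were low, with at most 30, 18, 14, and 16 reads in any liver of the vehicle-treated males, FGF21-treated males, vehicle-treated females, and FGF21-treated females. With 2 surrogate variables in the model, the male log2 fold change of Pparg was 0.20, opposite in sign, and the interaction was 0.56. In vehicle-treated livers, Pparg was higher in males than in females by a log2 fold change of 1.35 (adjusted p = 0.00311).
Among the labelled members of the pathway, Cd36 (chromosome 5, 17781690 to 17888801) was 104 ± 39.9 and 88.3 ± 31.5 CPM in vehicle- and FGF21-treated males. In females it was 115 ± 32.9 and 121 ± 21.9 CPM. Its log2 fold changes were −0.23 (SE 0.20) in males and 0.08 (SE 0.22) in females, and the interaction was 0.31 (SE 0.30, unadjusted p = 0.307). Thrsp had log2 fold changes of −0.50 (SE 0.27) in males and −0.26 (SE 0.29) in females and an interaction of 0.24 (SE 0.40, unadjusted p = 0.548). Dgat2 had −0.07 (SE 0.08) and −0.06 (SE 0.09), and Acacb, which overlaps Gm13784 on the opposite strand, had −0.25 (SE 0.33) and −0.26 (SE 0.31), with interaction p of 0.940 and 0.99. The interactions of Dgat2, Acacb, and Thrsp were smaller than their SE and changed sign in some of the fits with another setting or with 1 liver left out. Fabp4 and Scd1 were read from the list for white fat cell differentiation and were not among the labelled members read for this pathway. Fabp4 (chromosome 3, 10204088 to 10208576) was 20.1 ± 11.5 and 16.7 ± 3.96 CPM in vehicle- and FGF21-treated males and 12.1 ± 3.26 and 13.4 ± 2.16 CPM in females, with an interaction of 0.43 (SE 0.30, unadjusted p = 0.160). Scd1 (ENSMUSG00000037071.2, chromosome 19, 44394455 to 44407879) was 2167 ± 2032 and 2007 ± 1098 CPM in males and 1841 ± 775 and 1386 ± 972 CPM in females. Its log2 fold changes were −0.11 (SE 0.45) and −0.41 (SE 0.49), and the interaction of −0.30 (SE 0.66, unadjusted p = 0.656) was smaller than the spread between livers. With limma-voom, the male log2 fold change of Scd1 was 0.22, opposite in sign. With 2 surrogate variables, the interactions of Cd36, Fabp4, and Scd1 were 0.04, 0.16, and −1.11, and without vehicle-treated male 1 that of Fabp4 was 0.22.

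**Figure D3:**
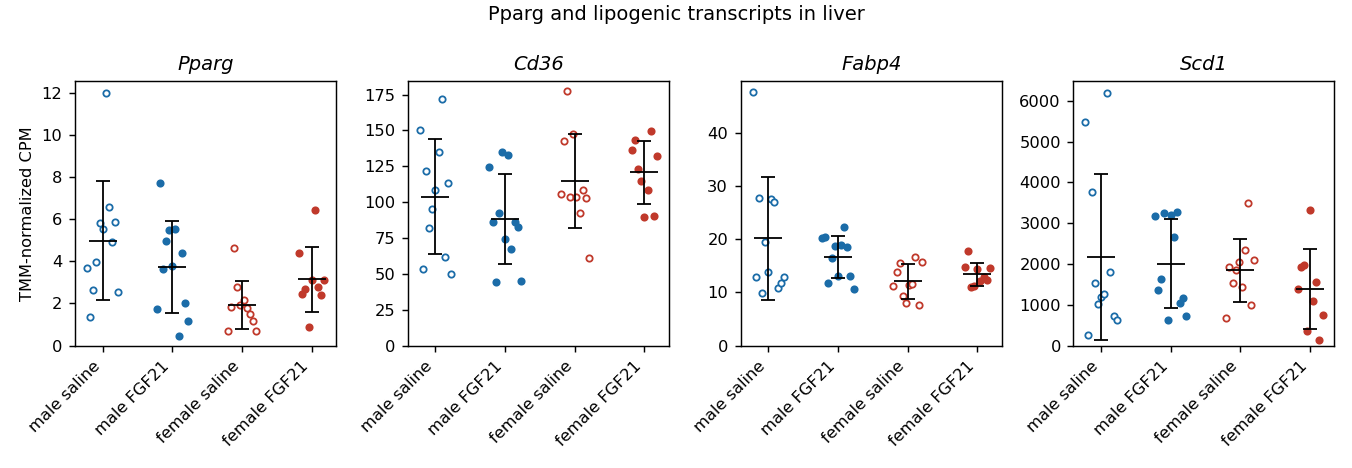
TMM-normalized CPM (y axes) of Pparg, Cd36, Fabp4, and Scd1 in each liver, by sex and treatment (x axes), with the mean ± SD of each group. Open circles are vehicle-treated mice and filled circles FGF21-treated mice, males in blue and females in red. Within each sex, the values of vehicle- and FGF21-treated livers overlap for all 4 genes.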

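In the list for white fat cell differentiation, the smallest interaction p were those of Prdm16, Pparg, and Cebpa, and 10 of the 13 members changed in opposite directions in males and females. Prdm16 (ENSMUSG00000039410.16, chromosome 4, 154316125 to 154636873, overlapped on the opposite strand by B230104I21Rik, Gm13133, and Gm13134) was 1.49 ± 0.995 and 0.640 ± 0.575 CPM in vehicle- and FGF21-treated males and 0.837 ± 0.742 and 1.06 ± 0.620 CPM in females. Its interaction was 1.63 (SE 0.70, unadjusted p = 0.0233, adjusted p = 0.99) and rested on at most 12 reads in any liver. Cebpa was lower with FGF21 in both sexes, by a larger log2 fold change in females. The log2 fold changes of Pparg and Prdm16 were negative in males and positive in females, but none had an adjusted p under 0.05. That of Prdm16 in females, 0.46, was smaller than its SE of 0.51. In the list for positive regulation of TOR signaling, the members with the smallest interaction p were Seh1l, Lamtor5, and Rheb. Seh1l (chromosome 18, 67774876 to 67795487, overlapped on the opposite strand by 4930549G23Rik) had log2 fold changes of −0.30 (SE 0.11) in males and 0.09 (SE 0.12) in females, an interaction of 0.39 (unadjusted p = 0.0201). Rheb (chromosome 5, 24802823 to 24842624, overlapped on the same strand by Gm25363), which encodes the GTPase that activates mTORC1, had −0.27 (SE 0.11) in males and 0.09 (SE 0.12) in females, an interaction of 0.36 (unadjusted p = 0.0328). Lamtor5 (chromosome 3, 107278858 to 107284082), a member of the Ragulator complex, went the other way, with 0.15 (SE 0.11) in males and −0.23 (SE 0.12) in females, an interaction of −0.38 (unadjusted p = 0.0217). Each had an adjusted p of 0.99. Rragd (overlapped by Gm11943 on the opposite strand) had an interaction of −0.89 (unadjusted p = 0.109). From the treatment × sex interaction of each gene, the paper derives the enriched GO pathways. It relates white fat cell differentiation, as a lipogenic pathway, and mTOR signaling, through its activation of PPARG, to the regulation of lipid metabolism that it ranks first, and it sets these pathways beside the sex-dependent change in liver triglycerides.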

In agreement with the transcriptomics, and with the sex-dependent effect on hepatic steatosis, “fatty acid biosynthesis” was among the 4 differently enriched KEGG pathways identified in our metabolomic analysis (Supplemental Figure 2). Intriguingly, the activin receptor signaling pathway also appeared among the top 5 most significantly enriched GO pathways. 

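Of the 29 members of activin receptor signaling, 10 had a mean under 5 CPM. The list test did not separate the interaction p of the list from those of the other genes (permutation p = 0.504). With no filter on low counts, this p was 0.0455. The members with the smallest interaction p were Gdf6, Bmp10, and Hfe2. Gdf6 (ENSMUSG00000051279.2, chromosome 4, 9844372 to 9862345) had an unadjusted interaction p of 0.00279 and an adjusted p of 0.99, but it had at most 3, 6, 5, and 2 reads in any vehicle-treated male, FGF21-treated male, vehicle-treated female, or FGF21-treated female, so that no fold change is given for it. Bmp10 (chromosome 6, 87428994 to 87437677) went from 2.48 ± 1.12 to 4.18 ± 1.59 CPM in males and from 4.44 ± 1.13 to 4.62 ± 1.09 CPM in females, an interaction of −0.69 (SE 0.33, unadjusted p = 0.0409, adjusted p = 0.99), and 10 of 11 FGF21-treated males were above the vehicle median. Hfe2 (chromosome 3, 96525172 to 96529210), the gene of hemojuvelin, had log2 fold changes of −0.01 (SE 0.11) in males and −0.33 (SE 0.12) in females, an interaction of −0.32 (unadjusted p = 0.0508). Fst (ENSMUSG00000021765.8, chromosome 13, 114452290 to 114458951, overlapped on the opposite strand by Gm47040), which encodes follistatin and heads the heat map, had log2 fold changes of 0.27 (SE 0.44) in males and 1.27 (SE 0.55) in females and an interaction of 1.01 (SE 0.70, unadjusted p = 0.154), with at most 13 reads in any liver. Among the activin subunits, Inhba (overlapped by B230303A05Rik and Gm48444 on the opposite strand) fell in females, with a log2 fold change of −0.72 (SE 0.23, adjusted p = 0.866) and 9 of 9 livers below the vehicle median. In males its log2 fold change was −0.22 (SE 0.23), and the interaction was −0.50 (SE 0.33, unadjusted p = 0.137). Inhbb had log2 fold changes of −0.47 (SE 0.34) in males and 0.24 (SE 0.41) in females and an interaction of 0.71 (SE 0.54, unadjusted p = 0.191).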

Accumulating evidence points to a complex role for activins, and their natural inhibitor follistatin, to modulate hepatic lipid accumulation and fibrosis in cells, rodents, and humans (55, 56), and to the modulation of this pathway by adiponectin (57, 58), suggesting a potentially novel pathway by which FGF21 may alter liver triglycerides in a sex-dependent manner.

Consistent with the observed sex-dependent hepatic response to FGF21 treatment, we also observed a sex-dependent effect of FGF21 to induce adiponectin secretion from WAT, via adrenergic receptor signaling, cAMP, and Epac1. The mechanism(s) by which FGF21 improves hepatic steatosis are incompletely understood, but the pathway does not appear to be autocrine or paracrine because *Fgfr1* is only sparsely expressed in hepatocytes (59) and because *Klb*-null and wildtype livers are equally responsive to FGF21 (32). Rather, the reduction in liver triglycerides depends on interorgan crosstalk. The hormone adiponectin is secreted from WAT and from 3T3-L1 cells following FGF21 treatment, and several of the metabolic benefits of FGF21 are thought to depend on adiponectin signaling (16, 17). Specifically, FGF21 treatment reduces liver triglycerides by about 50% in wildtype male mice while this is abrogated in adiponectin-null males (17).

Here, we found that FGF21 increased plasma adiponectin in males while reducing it in females and having no significant effect in OVX mice. Adiponectin exocytosis from white adipocytes is stimulated by adrenergic receptor signaling and cAMP (60, 61), via increased expression of *Epac1* (36). Accordingly, we observed a sex-dependent effect of FGF21 on adrenergic receptor expression. mRNA for the Gi-coupled α_2_-adrenergic receptor was decreased in males but not females, whereas Gs-coupled β_3_-adrenergic receptor mRNA was increased. Such a change would be expected to increase cAMP in males, because of reduced inhibitory signaling, and decrease cAMP in females, because of reduced excitatory signaling. Indeed, this is what we observed. Both cAMP and its downstream target *Epac1* tended to be increased by FGF21 in males and were reduced by FGF21 in females. While these findings are consistent with sex-dependent effects of FGF21 on adiponectin exocytosis, they do not measure its secretion directly, nor do they rule out the potential contribution of differential clearance.

In agreement with a recently described feed-forward regulatory loop, locating plasma adiponectin downstream of autocrine *Fgf21* expressed by adipocytes (35), we also found the expression of WAT *Fgf21* was diminished by pharmacological FGF21 treatment in females. Likewise, its receptor complex (*Fgfr1* and *Klb*) responded to FGF21 treatment in a sex-dependent manner. FGFRs’ expression was diminished in WAT collected from DIO, FGF21-treated females compared with vehicle-treated female littermates. To the extent the metabolic effects of FGF21 vary according to FGFR expression (62, 63; but see ref. 64), these findings suggest the possibility that FGF21 induces an “FGF21-resistant” (65) state in female WAT, thereby preserving lipid storage during nutritional stressors.

In addition to improving hepatic steatosis in males, FGF21 decreases body weight and total body fat by increasing energy expenditure (38, 66). Here we report the effect of FGF21 on body weight, adiposity, and feed efficiency depends on sex. The findings are consistent with our recent observation that metabolic responses to dietary protein “dilution” (67–69) are sex dependent (31). FGF21 is secreted from the livers of rodents and humans in response to amino acid restriction and macronutrient imbalance (6, 30) and is required for the increase in energy expenditure and weight loss (68) observed in males maintained on low–amino acid or low-protein diets. In our hands, body weight loss in response to protein dilution was abrogated in females and this was reversed by ovariectomy (31). In the current study, the ability of pharmacological FGF21 treatment to reduce body weight depended on sex, such that females lost relatively less weight compared with males; the magnitude of this sex difference varied between experiments (see Figures 1, 6, and 7). This contrasts with a recent publication (70) reporting that body weight and fat loss following FGF21 administration is independent of sex in C57BL6/J mice. Possible explanations for this discrepancy include differences in environmental stress during the experiments, since the saline-injected mice in that study lost approximately 7% body weight over the course of the experiment whereas control groups in the present study maintained their body weights. More likely, the different findings arise from differences in statistical power to detect a significant interaction term in the ANOVA, since the *n* size for each treatment group was roughly double in the present study. By contrast, a very recent study by the same group (71), in this case using the agouti mouse model of melanocortin dysfunction, found that FGF21-treated females lost neither body weight nor liver triglycerides. Underlying mechanisms, including the importance of sex hormones, were not identified. In our hands, the sex-dependent body weight response to FGF21 was reversed by ovariectomy and by advanced age. Therefore, the sexually divergent effect of FGF21 on energy balance likely depends on current levels of ovarian hormones, though downstream effectors remain undetermined.

Not all the metabolic responses to FGF21 treatment in this study were sex dependent. FGF21 robustly improves glucose tolerance in rodents, though its clinical efficacy for this endpoint has largely been disappointing (72, 73). The translational discrepancy likely arises because the glucose-lowering effects of FGF21 depend on its action in BAT and require uncoupling protein 1 (13, 74) and because BAT has an overall larger impact on adult rodent physiology compared with humans (75). Here, we found FGFR signaling in BAT, measured by *Egr1*, was significantly increased following FGF21 treatment in both females and males. Accordingly, FGF21 improved glucose tolerance in both sexes.

There are limitations to this study that could be addressed in future research. First, the current studies were entirely pharmacological. The extent to which differential actions of endogenously produced FGF21 directs sex differences in hepatic lipid handling in response to a short fast (5), macronutrient imbalance (30), or pregnancy and lactation (76) remains undetermined. Likewise, differential endogenous FGF21 action is thought to provide a mechanism for a number of upstream metabolic manipulations (discussed above, refs. 8, 9, 20, 41–46), and the extent to which sex-dependent FGF21 action influences these responses is largely undetermined. Moreover, the current studies used only 2 doses of recombinant FGF21 delivered over a limited time course. Within this framework, our findings clearly support the differential sensitivity of male and female livers. Additional dose-response studies are needed to better inform the targeted delivery of FGF21-based therapeutics. Our findings suggest that sex and reproductive status are key biological variables influencing efficacy for some but not all metabolic endpoints. We report sex-dependent responses for FGF21-induced body weight and fat loss and for feed efficiency; further studies will be required to directly test differences in energy expenditure. Last, the current studies use a single rodent model of diet-induced obesity. Additional analysis of clinical data (21, 77), disaggregating the data by sex and reproductive status as suggested (78), is particularly important for clinical studies of liver disease (79) and can begin to determine the translational relevance of our findings. One potential revelation of the more nuanced analysis we propose, for example, is that FGF21-based therapies could be substantially more effective in men than is currently appreciated, but this efficacy is obscured by a less robust response from the women.

Here we identified a key role for sex as a biological variable to direct the hepatic response to FGF21, via sex-dependent induction of the adrenergic receptor → cAMP → Epac1 → adiponectin pathway. In agreement with this, the differential effect of FGF21 on liver included sex-dependent activity in lipid metabolic, mTOR, and activin signaling pathways. The sex-dependent effect on liver triglycerides did not depend on an intact female reproductive system, nor did it diminish with advanced age. Because FGF21 provides a downstream mechanism contributing to several metabolic interventions and given its direct clinical application for the treatment of fatty liver and other metabolic diseases, these findings may have broad implications for the targeted application of nutritional and pharmacological treatments for metabolic disease.

## Methods

### Animals.

Age-matched male and female C57BL/6J wildtype mice were obtained from The Jackson Laboratory or bred in-house. Mice were single-housed on a 12-hour light/12-hour dark cycle in a temperature- (20°C to 22°C) and humidity-controlled vivarium. Where indicated, DIO mice were placed on 60% HFD (Research Diets, catalog D12492) for 5–6 weeks, unless otherwise specified, to induce obesity and hepatosteatosis before undergoing experiment. Mice were 9–14 weeks old when placed on HFD, except for in the aging experiment, where “old” mice were 25 months old. In all experiments, mice were counterbalanced into treatment groups based on body weight. Mice had ad libitum access to food and water unless otherwise specified.

### FGF21 administration.

Recombinant human FGF21 (ProSpecBio, catalog CYT-474) was first dissolved in water according to the manufacturer’s instructions, then further diluted in 0.9% sterile saline for injection. For chronic experiments, FGF21 was administered for 3, 5, or 12 consecutive days as indicated. For 3- and 12-day experiments, FGF21 was given at a dose of 0.1 mg/kg twice daily i.p., just after onset of the light phase and again just before onset of the dark phase. For the high-dose experiment, FGF21 was administered for 5 days at 1 mg/kg once daily subcutaneously, just before onset of the dark phase. Body weight and food intake were measured daily. For the transcriptomic and metabolomic endpoints, we chose an acute time course to isolate the immediate effects of FGF21 on liver, rather than changes that may be secondary to its systemic effects on body weight and adiposity. We gave 1 dose of FGF21 (0.1 mg/kg, i.p.) just before the onset of the dark phase, and another dose (0.1 mg/kg, i.p.) was given after the onset of the light phase the following day; animals were euthanized 2 hours following the morning injection.

### Body composition.

Body composition was measured by time domain NMR using a Minispec LF110 body composition analyzer (Bruker) on day –2 and day 7 of a 12-day chronic FGF21 injection experiment.

### Glucose tolerance test.

Glucose tolerance tests were performed on day 0 and day 10 of a 12-day chronic FGF21 injection experiment. Blood glucose was measured from the tail vein (Accu-Check glucometer and Aviva strips; Roche Diagnostics) immediately following the morning dose of FGF21 or vehicle. Two hours later, blood glucose was again measured immediately prior to a dextrose administration (2 g/kg, i.p.) and at 15, 30, 60, and 120 minutes postinjection.

### Weight match experiment.

Male mice were placed on HFD for 5 weeks, then counterbalanced by body weight into 3 groups: 1 — ad libitum–fed + vehicle controls, 2 — ad libitum–fed + FGF21, or 3 — weight-matched. In the weight-matched group, baseline food intake was measured from day –2 to day 0, and then food was restricted on experiment days to 70%–80% of their baseline intake to match the weight loss observed in the FGF21-treated group. The experiment lasted 12 days, and body weight and food intake were measured daily. All mice remained on HFD throughout the study.

### Ovariectomy.

Female mice were placed on HFD for 5 weeks, then counterbalanced by body weight into OVX or sham group prior to undergoing surgery. Briefly, mice were anesthetized under isoflurane, and then a midline incision of approximately 1 cm was made at the mid-dorsum of the mouse. Forceps were used to gently pull apart the ovary and fat pad off the uterine horn, the ovary was excised, and the uterine horn was replaced in the abdominal cavity. The procedure was repeated to remove the second ovary, and then the incision was closed. Sham procedures were performed by making the incision as described but without removing any tissue. Animals were monitored daily for 7 days postoperatively, then were allowed to recover for an additional week before undergoing experiments. Male mice were placed on HFD at the same time as female mice but did not undergo any surgical procedures.

### Plasma analyses.

Whole blood was collected from trunk blood at euthanasia into chilled EDTA-coated tubes, then centrifuged at 3,000*g* for 30 minutes at 4°C. Plasma was stored at –80°C for later analysis. FGF21 was measured using a commercially available kit (MilliporeSigma, catalog EZRMFGF21-26K) following the manufacturer’s instructions. Adiponectin was also measured using a commercially available kit (MilliporeSigma, catalog EZMADP-60K) following the manufacturer’s instructions.

### Hepatic triglyceride content.

Livers were collected at euthanasia, snap-frozen in liquid nitrogen, and stored at –80°C for later analysis. Briefly, a piece of liver was placed in a volume of Tris buffer (50 mM Tris, 150 mM NaCl, 1 mM EDTA, pH 7.5) scaled to weight at 1 mL/100 mg of tissue in reinforced tubes with 2 stainless steel beads, then homogenized for 20 seconds using a bead beater (Mini-Beadbeater-16, BioSpec Products). Homogenized samples were rested on ice for 1.5 hours, then incubated in a 96-well plate in a 1:100 ratio with Triglycerides Liquid Reagent Set (Pointe Scientific, catalog T7532) at 37°C for 5 minutes. Samples were analyzed in a microplate spectrophotometer (BioTek, Epoch 2) at 500 nm. Sample concentrations were calculated from a standard curve created using Triglyceride GPO Standard (Pointe Scientific, catalog T7531-STD).

### cAMP quantification.

WAT was collected at euthanasia, snap-frozen in liquid nitrogen, and stored at –80°C for later analysis. cAMP was quantified using a commercially available kit (Abcam, catalog ab65355) following the manufacturer’s instructions, including an optional deproteinization step using an additional commercially available kit (Abcam, catalog ab204708).

### Gene expression analysis.

Tissues were collected at euthanasia and frozen in liquid nitrogen (liver, WAT) or 2-methylbutane on dry ice (BAT) and stored at –80°C for later analysis. Total RNA was isolated from tissues using the RNeasy Mini Kit (QIAGEN, catalog 74106) according to the manufacturer’s instructions. cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, catalog 4368814). Gene expression analysis was conducted using TaqMan gene expression assays (Thermo Fisher Scientific) and analyzed on a Bio-Rad CFX384. Expression of adiponectin (*Adipoq*; Mm00456425_m1), α_2_-adrenergic receptor (*Adra2a*; Mm00845383_s1), β_3_-adrenergic receptor (*Adrb3*; Mm02601819_g1), β-klotho (*Klb*; Mm00473122_m1), early growth response 1 (*Egr1*; Mm00656724_m1), fibroblast growth factor receptor 1 (*Fgfr1*; Mm00438930_m1), and fibroblast growth factor 21 (*Fgf21*; Mm00840165_g1) was normalized to the housekeeping genes ribosomal protein lateral stalk subunit P0 (*Rplp0*; Mm00725448_s1), 18S rRNA (*Rn18s*; Mm04277571_s1), or peptidylprolyl isomerase B (*Ppib*; Mmm00478295_m1) using the 2^-ΔΔCt^ method.

### Transcriptomic data acquisition and analyses.

Total RNA was isolated from tissues using the RNeasy Mini Kit (QIAGEN, catalog 74106) according to the manufacturer’s instructions. Gene expression profiling was carried out using a 3′-Tag-RNA-Seq protocol. Barcoded sequencing libraries were prepared using the QuantSeq FWD kit (Lexogen) for multiplexed sequencing according to the recommendations of the manufacturer using both the UDI adapter and UMI Second Strand Synthesis modules (Lexogen). The fragment size distribution of the libraries was verified via microcapillary gel electrophoresis on a LabChip GX system (PerkinElmer). The libraries were quantified by fluorometry on a Qubit fluorometer (Life Technologies) and pooled in equimolar ratios. The library pool was Exonuclease VII (New England BioLabs) treated, solid phase reversible immobilization bead purified with KapaPure beads (Kapa Biosystems, Roche), and quantified via quantitative PCR with a Kapa Library Quantification Kit (Kapa Biosystems, Roche) on a QuantStudio 5 RT-PCR system (Applied Biosystems). Up to 48 libraries were sequenced per lane on a HiSeq 4000 sequencer (Illumina) with single-end 100 bp reads. Quality of raw reads was assessed using fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). rRNA content was determined by aligning the reads against a set of *Mus musculus* rRNA sequences using bowtie2 v.2.3.4.1 (http://bowtie-bio.sourceforge.net/index.shtml). Raw reads were processed and trimmed to removed phiX and adapter sequences and to remove the first 11 bases from each read. Processed reads were aligned to GRCm38 primary genome assembly using GENCODE vM15 annotation, with STAR v.2.6.0c (80), to generate counts per gene. Tables of raw counts and counts per million (CPM) normalized counts were generated. Prior to analysis, genes with low expression (defined here as those with mean CPM less than 0.5) were filtered, leaving 13,180 genes. 

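Applied to the deposited counts of all 41 livers, a minimum mean CPM of 0.5 left 13185 genes when CPM was computed on the raw total of each library, and 13180 when it was computed on TMM-normalized totals. The authors' CPM table also left 13180 genes, and its values were equal to TMM-normalized CPM recomputed from the counts (largest relative difference 4.91e-15). The 3 filters shared 13178 genes. Of the 52636 genes counted, 22751 had at least 1 read in some liver. The genes kept on raw totals held 99.9% of all reads.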

Differential expression analyses were conducted using the limma-voom Bioconductor pipeline (http://www.bioconductor.org/packages/release/bioc/html/limma.html), using a model that included effects for treatment group, sex, and the treatment group × sex interaction. Statistical analyses were conducted by the University of California, Davis, Genome Center Bioinformatics Core. Data have been deposited in NCBI’s Gene Expression Omnibus (GEO) (81) and are accessible through GEO Series accession number GSE210683 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210683).

### Metabolomic data acquisition and analyses.

Frozen livers were submitted to the West Coast Metabolomics Center at the University of California, Davis, for untargeted primary metabolism analysis by automated liner exchange cold injection system gas chromatography time-of-flight mass spectrometry (MS). Data were acquired as previously described (82). Briefly, Restek Corporation Rtx-5Sil MS columns were used with helium as the mobile phase. Column temperature was 50°C–330°C, flow rate was 1 mL/min, and injection volume was 0.5 μL (injected 25 splitless time into a multibaffled glass liner). Injection temperature was 50°C ramped to 250°C by 12°C/s. Oven temperature program was 50°C for 1 minute, then ramped at 20°C/min to 330°C, held constant for 5 minutes. MS parameters were as follows: Leco Pegasus IV mass spectrometer used with unit mass resolution at 17 spectra/s from 80–500 Da at –70 eV ionization energy and 1800 V detector voltage with a 230°C transfer line and a 250°C ion source. ChromaTOF (vs 2.32) was used for data analysis and review of chromatograms. Metabolomics data were log_2_ transformed and cyclic loess normalized using the function normalizeCyclicLoess in the limma Bioconductor package, then analyzed in limma as detailed for the RNA-Seq analysis. Statistical analyses were conducted by the University of California, Davis, Genome Center Bioinformatics Core. This study is available at the NIH Common Fund’s National Metabolomics Data Repository website, the Metabolomics Workbench (83), https://www.metabolomicsworkbench.org, where it has been assigned Study ID ST002249. The data can be accessed directly via their Project DOI: http://dx.doi.org/10.21228/M8ZX31 This work is supported by NIH grant U2C-DK119886.

### Statistics.

The remaining data were analyzed using SigmaPlot and GraphPad Prism by 1-, 2-, or 3-way ANOVA or 2-tailed Mann-Whitney *U* test or *t* test, as indicated in figure legends. Multiple comparisons were made using Tukey post hoc tests. A *P* value less than 0.05 was considered significant. Graphs were created using GraphPad Prism. Data are presented as means ± SEM unless otherwise noted.

### Study approval.

All animal experiments were approved by the Institutional Care and Use Committee of the University of California, Davis.

## Author contributions

ATC designed, conducted, and analyzed experiments and wrote the manuscript. KRL designed, conducted, and analyzed experiments and edited the manuscript. KPH, CTW, NG, YF, DJ, KASS, LCS, NM, and MLG conducted experiments and edited the manuscript. KKR conceptualized and designed the study, executed experiments, analyzed and interpreted data, and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
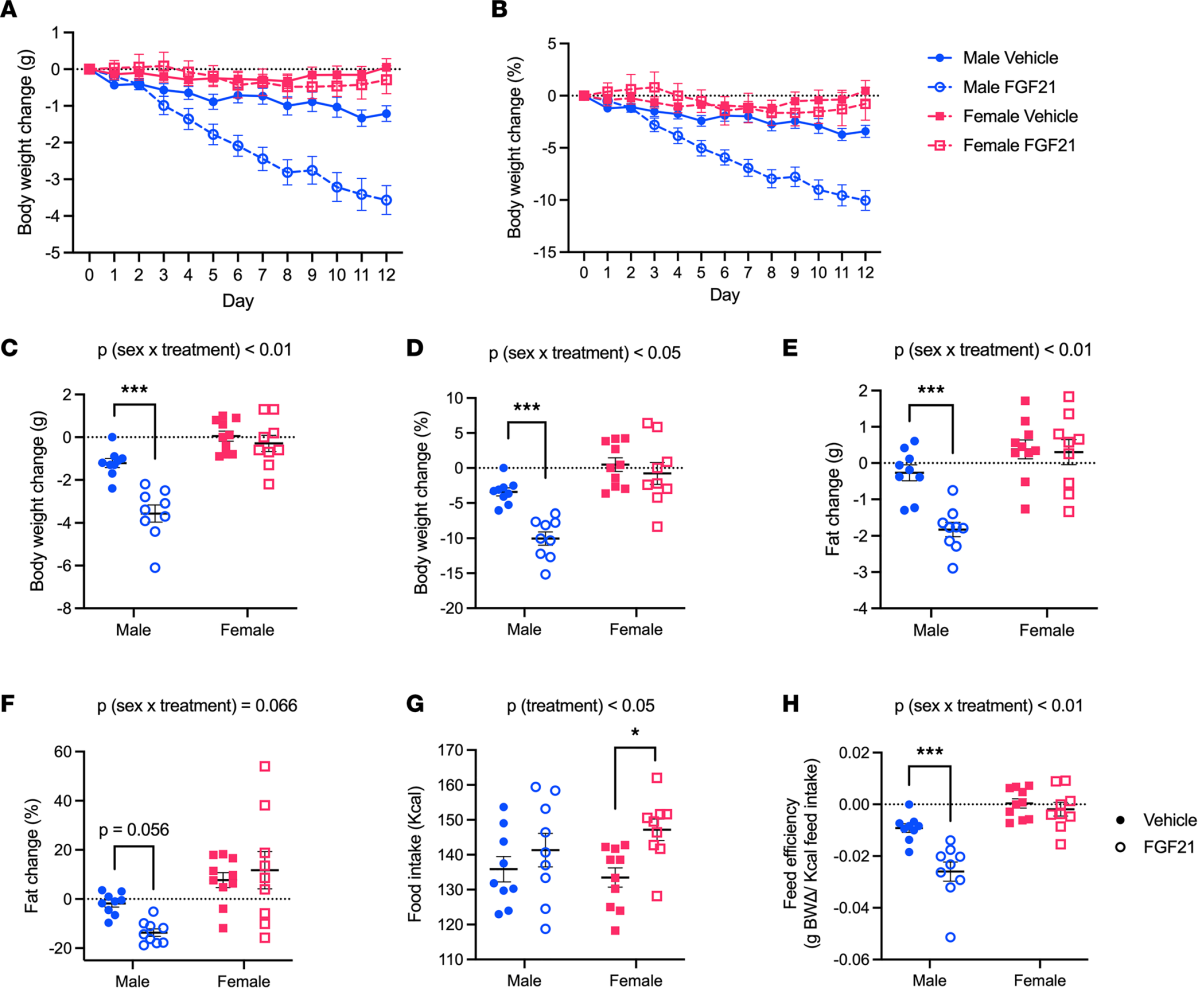
Effects of FGF21 on energy balance are sex dependent. FGF21 (0.1 mg/kg twice daily, i.p., 12 days) decreased body weight in DIO male but not female mice (**A**–**D**). This sex-dependent body weight loss was primarily derived from fat loss (**E** and **F**). FGF21 increased caloric intake in both males and females (**G**), while decreasing feed efficiency in males only (**H**). Analyses made by 2-way ANOVA, Tukey post hoc test, *P < 0.05, ***P < 0.001. Data are shown as mean ± SEM; *n* = 9–10 mice/group.

**Figure 2:**
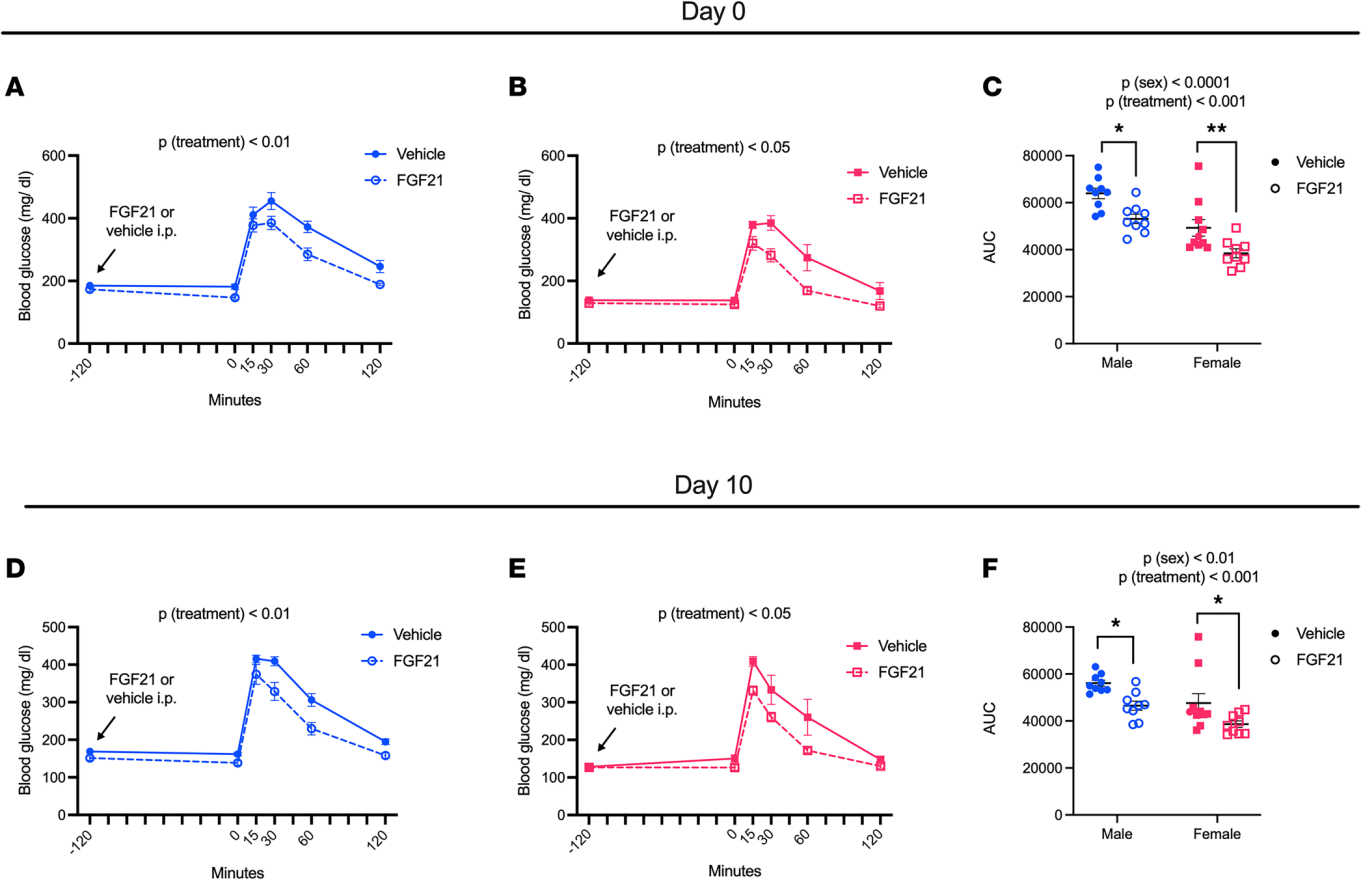
Effect of FGF21 on glucose tolerance is not dependent on sex. At 2 hours (**A**–**C**) and 10 days (**D**–**F**) following the initial dose of chronic FGF21 (see Figure 1), DIO male and female mice underwent glucose tolerance tests. Blood glucose was measured from the tail vein immediately following the morning dose of FGF21 or vehicle. Two hours later, blood glucose was measured immediately prior to a dextrose administration and at 15, 30, 60, and 120 minutes postinjection. FGF21 improved glucose tolerance in both males and females on day 0 (**A**–**C**) and on day 10 (**D**–**F**). Analyses made by repeated measures 2-way ANOVA (**A**, **B**, **D**, and **E**) and 2-way ANOVA (**C** and **F**), Tukey post hoc test, *P < 0.05, **P < 0.01. Data are shown as mean ± SEM; *n* = 9–10 mice/group.

**Figure 3:**
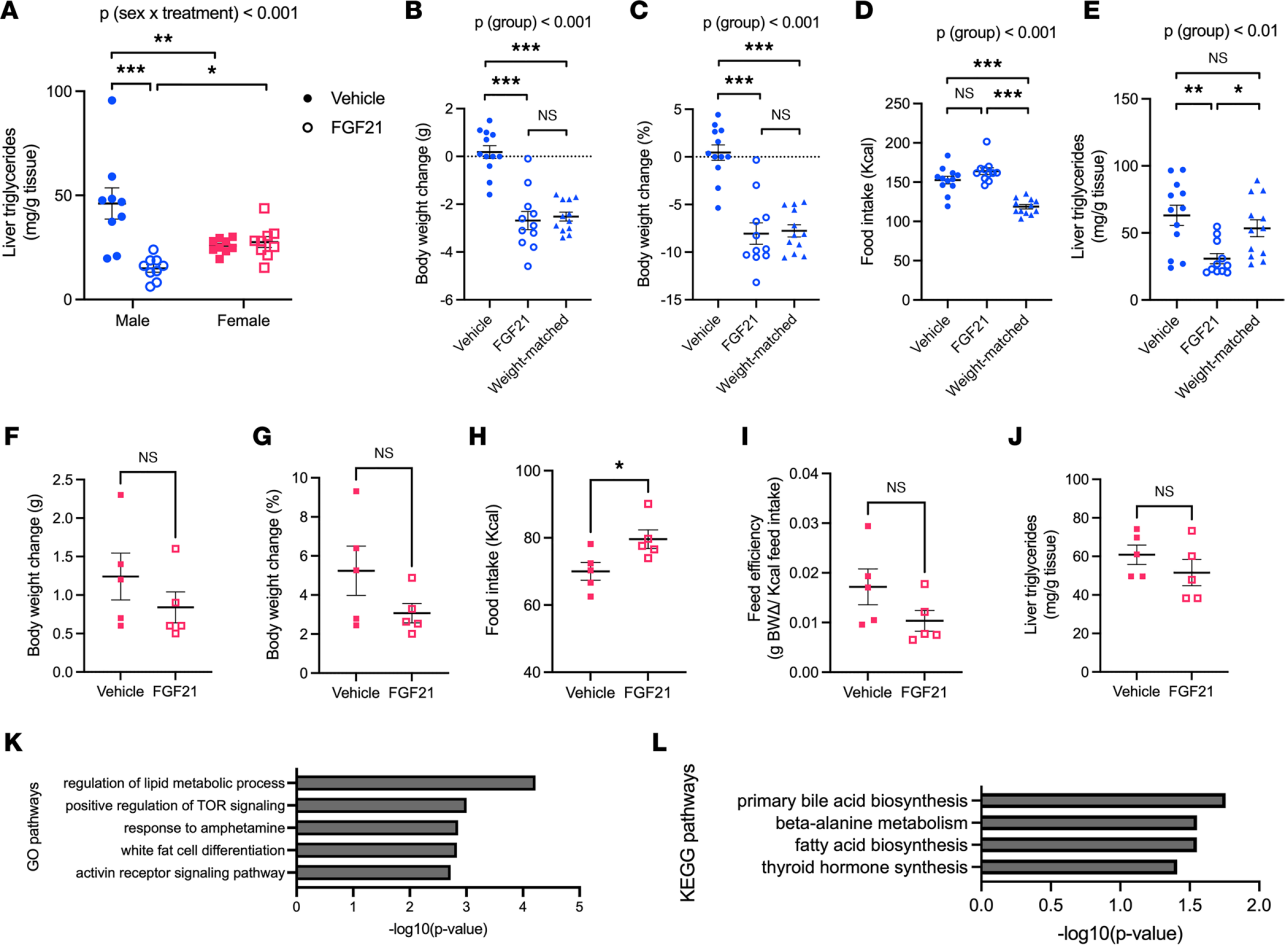
Effects of FGF21 on liver triglycerides are sex dependent, and this does not depend on body weight loss. FGF21 (0.1 mg/kg twice daily, i.p., 12 days) decreased liver triglycerides in DIO male but not female mice (**A**). In a separate experiment, DIO male mice were assigned to ad libitum–fed + vehicle, ad libitum–fed + FGF21, or a weight-matched group, in which caloric intake was restricted (**D**) to match the weight loss observed by FGF21-treated mice (**B** and **C**). Compared with vehicle-treated mice, FGF21 treatment decreased liver triglycerides, but weight matching did not, despite weight-matched mice losing the same amount of weight as FGF21-treated mice (**E**). In another experiment, a higher dose of FGF21 (1 mg/kg once daily, sc, 5 days) administered to DIO female mice again increased food intake (**H**) but did not decrease body weight (**F** and **G**), feed efficiency (**I**), or liver triglycerides (**J**). Next, to identify metabolic pathways contributing to the sex-dependent change in liver triglycerides (**A**), transcriptomic and metabolomics analyses were conducted on livers after acute FGF21 administration (2 doses of 0.1 mg/kg, i.p.). We identified differential expression results for the treatment × sex interaction term, revealing 173 significantly enriched GO pathways from transcriptomic analyses (top 5 shown in **K**) and 4 significantly enriched KEGG pathways from metabolomic analyses (**L**). Analyses made by 2-way ANOVA (**A**, *n* = 9 mice/group) or 1-way ANOVA (**B**–**E**, *n* = 11–12 mice/group), with Tukey post hoc tests. Analyses made by *t* test (**F**–**J**, *n* = 5 mice/group). *P < 0.05, **P < 0.01, ***P < 0.001. Data are shown as mean ± SEM.

**Figure 4:**
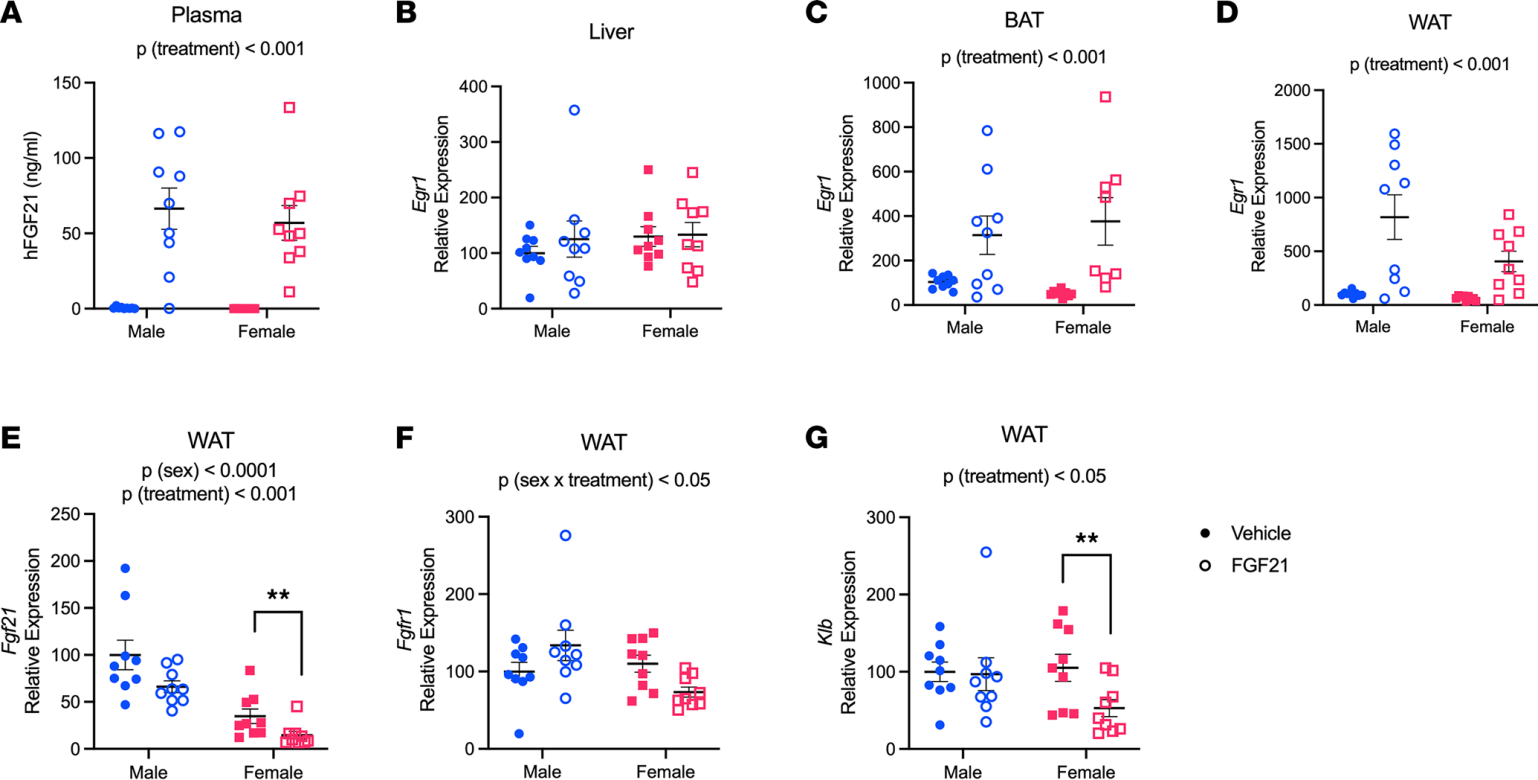
FGF21 signaling in white adipose tissue is sex dependent. At 2 hours following its i.p. injection, recombinant human FGF21 (0.1 mg/kg) was elevated in plasma collected from DIO male and female mice (**A**). We observed no effect of FGF21 on the expression of immediate early gene *Egr1* in liver (**B**). FGF21 increased *Egr1* in BAT (**C**) and WAT (**D**) of both male and female DIO mice. In WAT, endogenous expression of *Fgf21* was greater in males than females. Pharmacological injection of FGF21 reduced its endogenous expression, and this was more apparent among females (**E**). FGF21 treatment altered WAT *Fgfr1* expression in a sex-dependent manner, such that FGF21 tended to increase *Fgfr1* expression in males and decrease it in females (**F**). FGF21 decreased WAT *Klb* expression, and this effect was more apparent among females (**G**). Analyses made by 2-way ANOVA, Tukey post hoc test, **P < 0.01. Data are shown as mean ± SEM; *n* = 8–9 mice/group.

**Figure 5:**
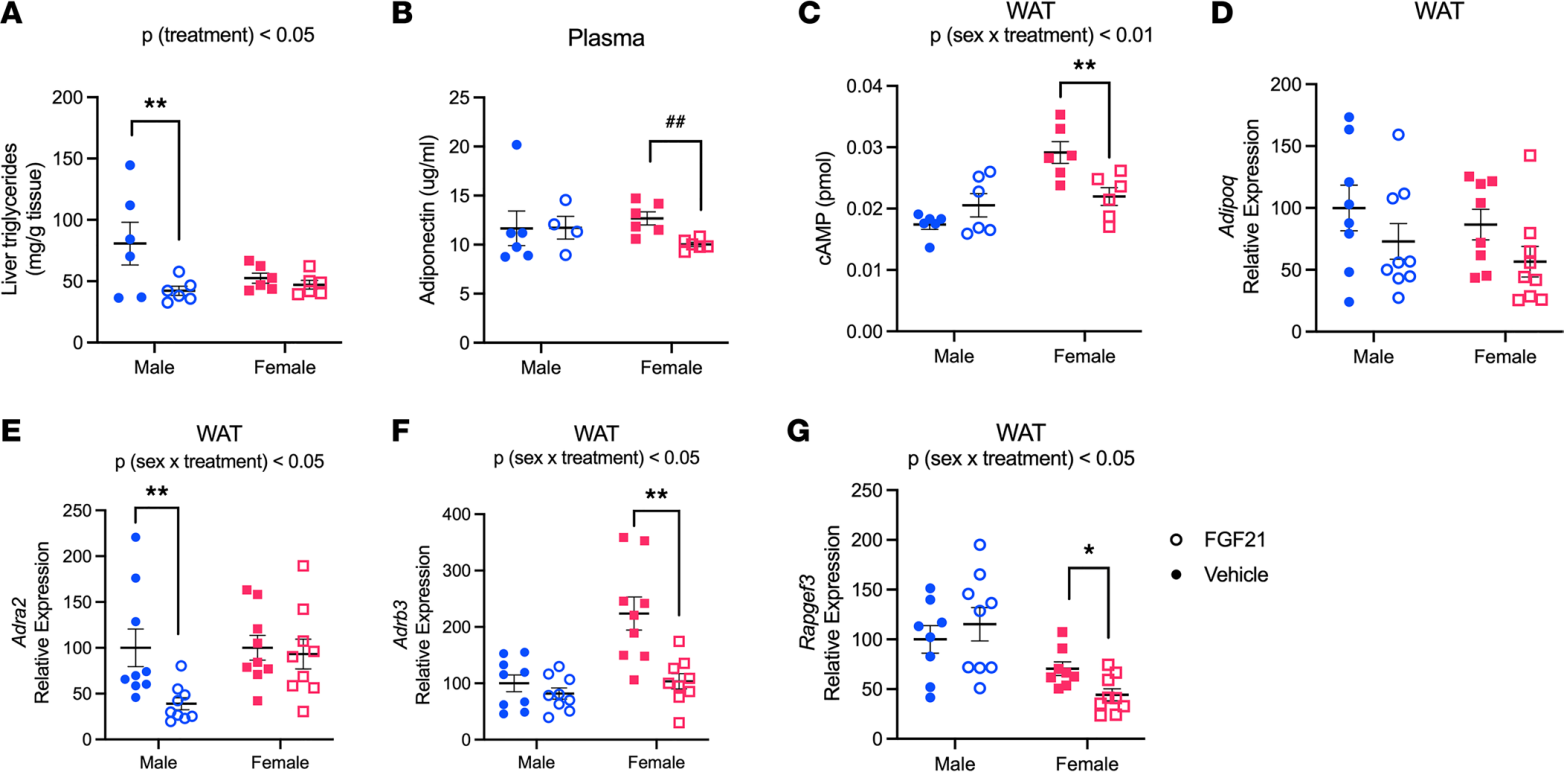
Adiponectin response to FGF21 is sex dependent. In another 12-day FGF21 administration experiment (0.1 mg/kg twice daily, i.p.), mice were euthanized 20 minutes after the final vehicle or FGF21 injection. Again, FGF21 decreased liver triglycerides in DIO male but not female mice (**A**). FGF21 decreased plasma adiponectin in females (**B**) and altered WAT cAMP in a sex-dependent manner such that FGF21 tended to increase cAMP in males and decreased it in females (**C**). Next, we measured WAT *Adipoq*, *Adra2*, *Adrb3*, and *Rapgef3* expression in tissues from mice shown in Figures 1 and 4, collected 2 hours after the final vehicle or FGF21 injection. FGF21 did not alter *Adipoq* expression (**D**) but altered *Adra2*, *Adrb3*, and *Rapgef3* expression in a sex-dependent manner (**E**–**G**). Analyses made by 2-way ANOVA, Tukey post hoc test, *P < 0.05, **P < 0.01; Mann-Whitney, ^##^*P* < 0.01. Data are shown as mean ± SEM; *n* = 6 mice/group.

**Figure 6:**
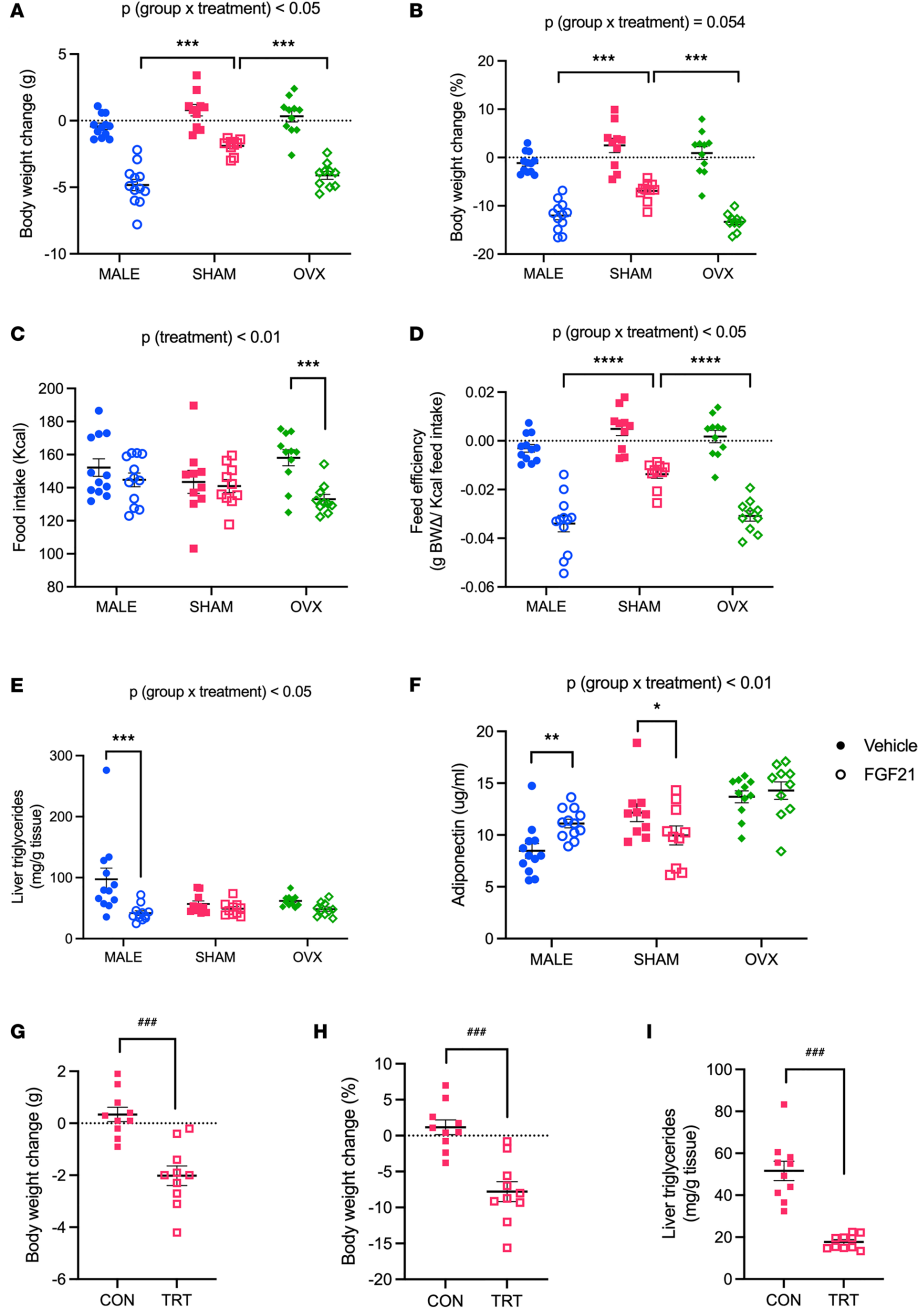
Reproductive status influences the sex-dependent control of energy balance, but not hepatosteatosis, by FGF21. In DIO male, OVX female, and sham-operated female mice, FGF21 treatment decreased body weight in a sex- and reproductive status–dependent manner, such that OVX females phenocopied the male response (**A** and **B**). FGF21 altered food intake (**C**), and feed efficiency mirrored changes in body weight change (**D**). As expected, FGF21 decreased hepatic triglycerides in males but not sham-operated females. FGF21 did not reduce liver triglycerides in OVX females despite significant FGF21-induced weight loss (**E**). Consistent with this, FGF21 altered plasma adiponectin in a sex- and reproductive status–dependent manner. FGF21 increased adiponectin in males, decreased adiponectin in sham-operated females, and had no effect in OVX females (**F**). In a separate experiment, we tested the possibility of a “floor effect” for treating hepatosteatosis in DIO females. Female mice were maintained on high-fat diet to induce obesity and hepatosteatosis. Next, half the mice were briefly switched to a chow diet. Chow diet “treatment” significantly reduced body weight (**G** and **H**) and hepatic triglycerides (**I**). Analyses made by 3-way ANOVA, Tukey post hoc test, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (**A**–**F**, *n* = 10–12 mice/group); *t* test, ^###^*P* < 0.001 (**E**–**G**, *n* = 10 mice/group). Data are shown as mean ± SEM.

**Figure 7:**
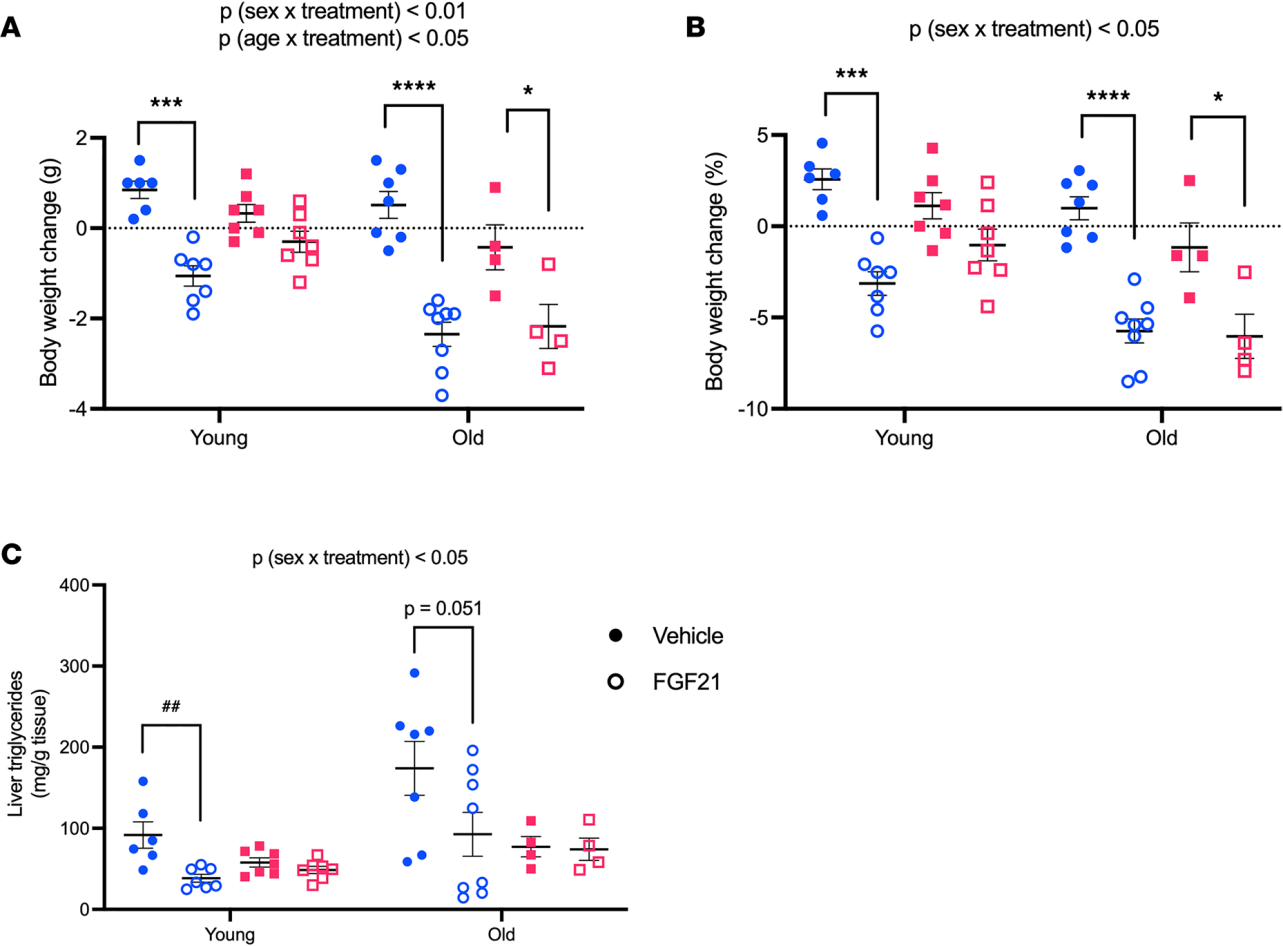
Aging influences the sex-dependent control of energy balance, but not hepatosteatosis, by FGF21. FGF21 (0.1 mg/kg twice daily, i.p., 3 days) decreased body weight in 25-month-old “old” and 4.5-month-old “young” mice in a sex- and age-dependent manner. As expected, FGF21 decreased body weight in young males but not young females. In old mice, both male and female FGF21-treated mice lost weight (**A** and **B**). By contrast, the effect of FGF21 on liver triglycerides depended on sex but not age, where FGF21-treated males decreased triglycerides while females did not (**C**). Analyses made by 3-way ANOVA, Tukey post hoc test, *P < 0.05, ***P < 0.001, ****P < 0.0001; Mann-Whitney, ^##^*P* < 0.01. Data are shown as mean ± SEM; *n* = 4–8 mice/group.

# Supplementary material for: FGF21 controls hepatic lipid metabolism via sex-dependent interorgan crosstalk
**Source:** JCI Insight. 2022 Oct 10;7(19):e155848. doi: 10.1172/jci.insight.155848
**Supplement:** Supplemental data

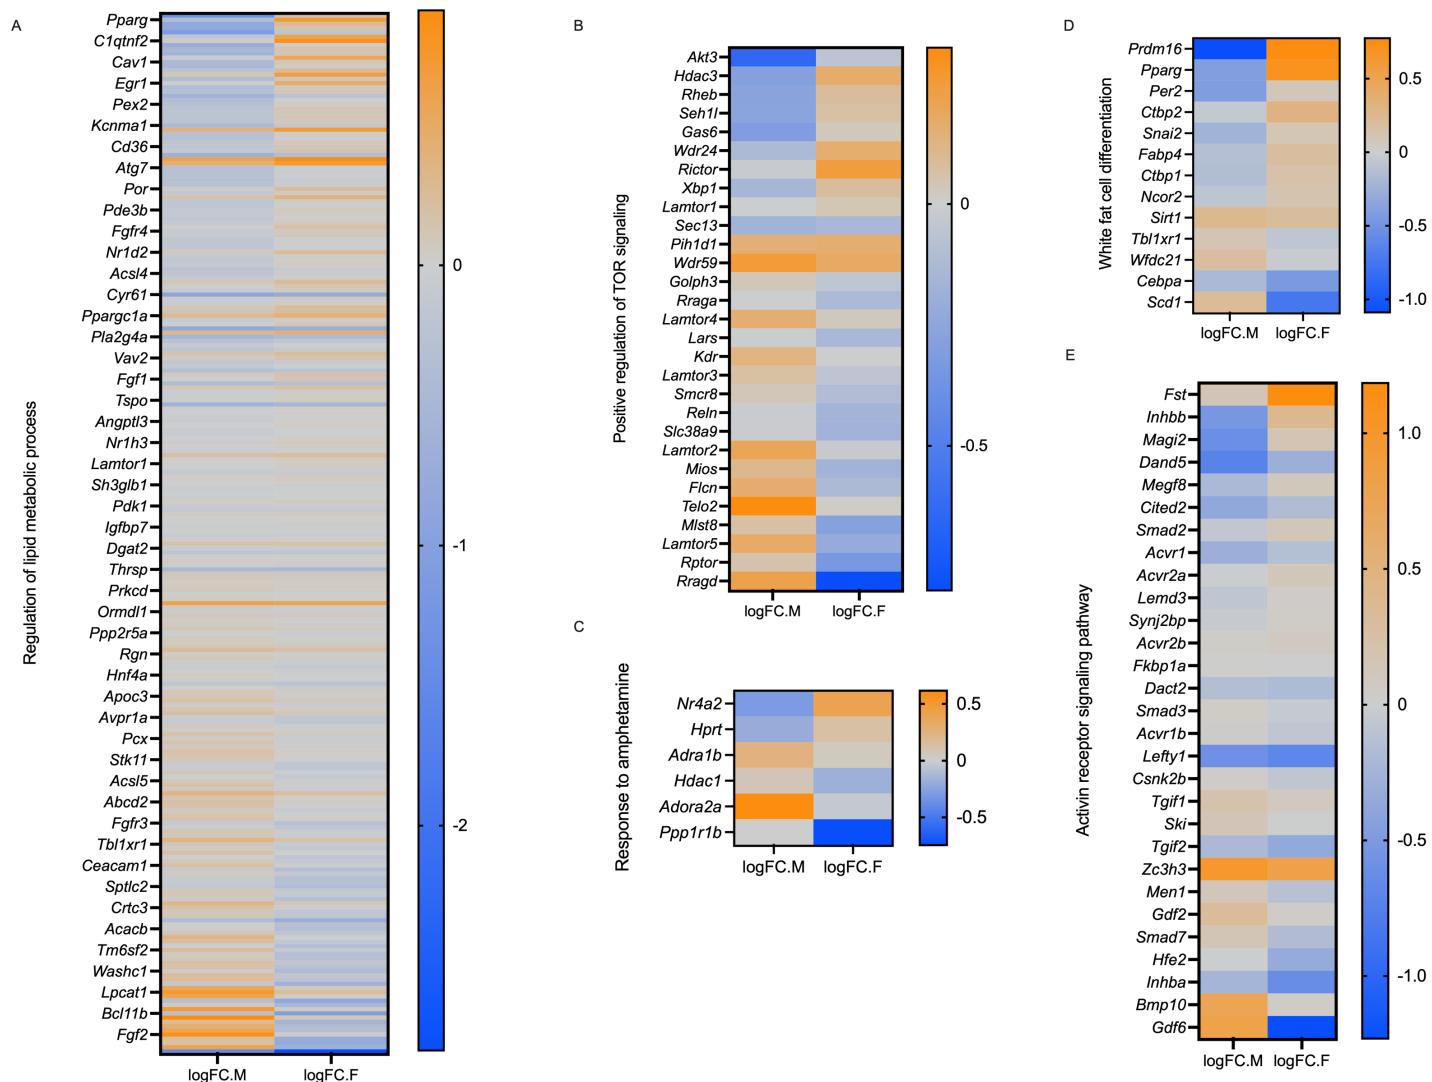

**Supplemental Figure 1. Transcriptomic analysis of male and female livers in response to FGF21.** Top 5 of 173 significantly enriched GO pathways for the (treatment x sex) interaction term were: “regulation of lipid metabolic process” (A), “positive regulation of TOR signaling” (B), “response to amphetamine” (C), “white fat cell differentiation” (D), and “activin receptor signaling pathway” (E). Color indicates fold change of genes in FGF21-treated animals compared to vehicle-treated controls in males (logFC.M) next to females (logFC.F) within each pathway.

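Each row of a heat map is a gene of the pathway, and the colors on the left and right give its log2 fold change in males and in females, so a gene whose colors differ contributes to the interaction. Some members differ little between the sexes and some have few reads, which the colors do not show. In response to amphetamine, the smallest list, the members with the smallest interaction p were Hprt, Hdac1, and Adora2a. Hprt (chromosome X, 52988137 to 53021659) had log2 fold changes of −0.21 (SE 0.09) in males and 0.14 (SE 0.10) in females, an interaction of 0.34 (SE 0.14, unadjusted p = 0.0174, adjusted p = 0.99), with 8 of 11 FGF21-treated males below and 7 of 9 FGF21-treated females above the vehicle median. Hdac1 had an interaction of −0.24 (SE 0.15, unadjusted p = 0.102), and Adora2a, with at most 9 reads in any liver, one of −0.66 (SE 0.57, unadjusted p = 0.25). The genes at the ends of this heat map, Nr4a2 and Ppp1r1b, had interactions of 0.32 (SE 0.47, unadjusted p = 0.494) and −0.52 (SE 0.47, unadjusted p = 0.270), and Ppp1r1b overlaps 1700003D09Rik on the opposite strand.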

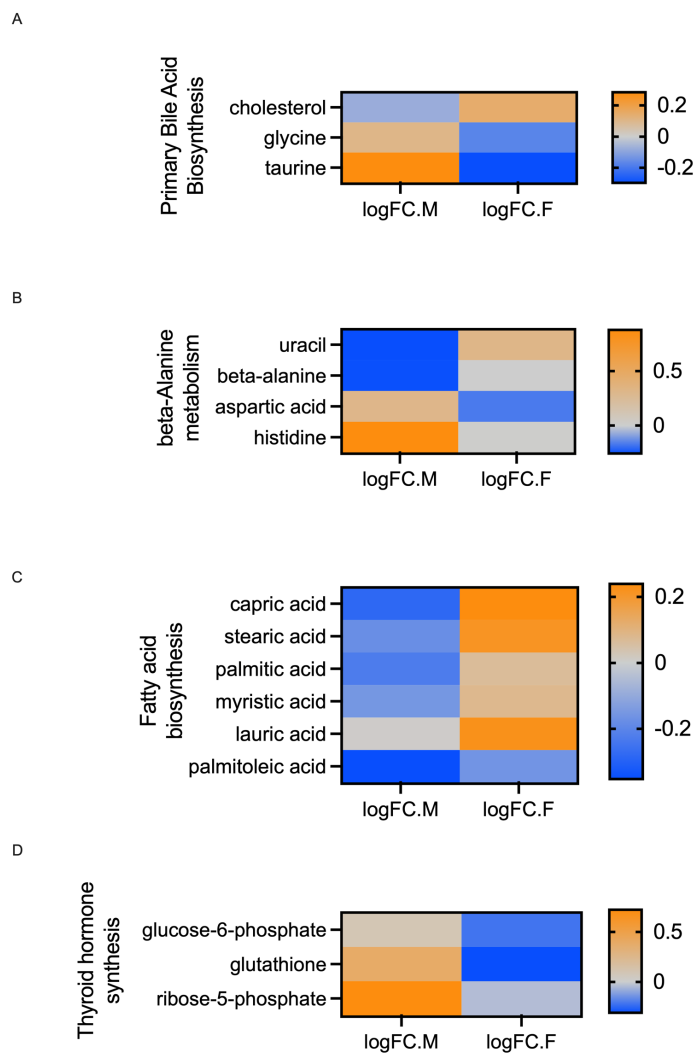

**Supplemental Figure 2. Metabolomic analysis of male and female livers in response to FGF21.** Four KEGG pathways were significantly enriched for the (treatment x sex) interaction term: “primary bile acid biosynthesis” (A), “beta-Alanine metabolism” (B), “fatty acid biosynthesis” (C), and “thyroid hormone synthesis” (D). Color indicates fold change of metabolites in FGF21-treated animals compared to vehicle-treated controls in males (logFC.M) next to females (logFC.F) within each pathway.

How the deposited data were processed for this re-analysis (not part of the article)

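Livers of 41 DIO mice were measured by 3′-end RNA-Seq 2 hours after the last of 2 i.p. injections, in 4 groups: vehicle-treated males (n = 11), FGF21-treated males (n = 11), vehicle-treated females (n = 10), and FGF21-treated females (n = 9). The mice had eaten a 60% HFD for 10 weeks. Sex, treatment, and replicate number of each liver were taken from the sample labels, and the doses and times from the paper's methods.

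The authors trimmed the first 11 bases and the adapters from reads of 100 bases, aligned them to the GRCm38 primary assembly with STAR and GENCODE vM15, and deposited the raw count of reads on each gene, without normalization. They also deposited a table of CPM, in which the signal of each gene is its count scaled by the authors to the TMM-normalized library total. Merging of reads with the same molecular identifier, and counting by strand, are not stated. Copies of 1 molecule made by PCR may therefore be counted more than once, and reads of overlapping genes may be shared. The metabolomic data of the paper were not analysed here. The depth of each liver and its range by group are given with the description of the sequencing data. Because of the 3′-end protocol, no correction for gene length was made.

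All tests used the raw counts. Analyses were run in R 4.3.3. Genes with a mean CPM of at least 0.5 on raw library totals were kept, library totals were normalized by TMM, and edgeR 4.0.16 was used to estimate dispersions and fit a quasi-likelihood model with robust estimation, with 1 coefficient for each of the 4 groups and no other covariate. All 41 livers entered the fit, so that the groups shared 1 estimate of the spread. FGF21 was compared with vehicle in males, in females, and averaged over the sexes, the treatment × sex interaction was tested, and vehicle-treated males were compared with vehicle-treated females. P values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. All p values of single genes in the text are from this model unless another tool is named. The biological coefficient of variation was 0.187. The mean CPM of a group is given with its SD. A group in which no liver had more than 3 counts of a gene was taken as at the floor, and a fold difference against it is given as a lower bound. Counting error and floors cover sampling of reads only.

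The genes named in the text were chosen by a rule written before the data were examined, as were the processing alternatives and the gene lists, apart from the rotation test described below. The rule takes the 5 genes with the smallest p among those past the threshold in the male, female, interaction, and averaged comparisons, or the 3 with the smallest p where none passed. It adds the 3 members of each complete GO list with the smallest interaction p and the first and last gene of its heat map, the genes named in the paper, 5 sex-linked genes, and the 3 autosomal genes with the smallest p in each direction between vehicle-treated males and females. Genes of the marker lists are named in the closing section, and some genes that the rule or the lists include are not reported here. Positions and overlapping genes were taken from GENCODE M21 on GRCm38, which holds 52489 of the 52636 gene identifiers, and 52403 identifiers were given a gene symbol. Symbols of the lists were matched to these.

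The members of 4 GO pathways were read from Supplemental Figure 1, B–E. Of the pathway in Supplemental Figure 1A, only labelled members could be read, and no test of the whole was made. For each complete list, a one-sided Kolmogorov-Smirnov statistic compared the interaction p of the members with those of the other genes tested, and its p was the share of 100000 random lists of the same size with a statistic as large (permutation test). Enrichment over all GO terms was not analysed here. In addition, 9 lists of marker genes were written for adipocytes, red blood cells, pancreatic acinar cells, leukocytes, the morning and evening arms of the circadian clock, lipogenic genes of the fed state, genes of the fasted state, and PPARG targets. These were tested with fry from limma 3.58.1 for the male, female, and interaction comparisons. The pancreatic acinar list had 0 of 6 genes above the filter and could not be tested, so adjustment was over 24 tests. Of the genes in the other lists, 4 of 8 adipocyte, 5 of 5 red blood cell, 5 of 7 leukocyte, 5 of 5 morning, 8 of 8 evening, 10 of 10 lipogenic, 10 of 10 fasting, and 12 of 12 PPARG target genes were tested in these livers.

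The alternatives were limma-voom, which is the paper's test, limma-voom with sample quality weights, the Wald test of DESeq2 1.42.0, DESeq2's size factors in edgeR, library totals without TMM, no filter on low counts, at least 10 counts in every liver, no robust estimation, 2 surrogate variables from sva 3.50.0, the replicate number as a block, a threshold of 0.10, only the livers of the sex compared, and leaving out each liver in turn. For lists, camera with a preset correlation of 0.01, camera with an estimated correlation, and the direction-free p of fry were also used. A rotation test of the mean squared statistic was added after the data were seen, because the direction-free p of fry is an approximation. The number of results as large was also counted over 100 random splits of the livers into groups of the same sizes, the real one included.

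The procedure was tested on simulated counts for 13185 genes, drawn from the means and library totals of these livers. Of 200 genes with a log2 fold change of 1 or −1 added in females, chosen among genes with a mean of at least 20 counts, edgeR called 192 (96.0%) in females with 9 false calls, and 177 (88.5%) for the interaction with 9 false calls. With limma-voom, 190 and 168 were called. Smaller changes and genes of lower count were not simulated, so these shares do not apply to them. With no gene changed, edgeR called 0 genes in males, 0 in females, and 1 for the interaction. Of 200 random lists of 13 genes, 12 had a p under 0.05 in the list test. The reference of that test is itself random lists, so a share near 0.05 follows by construction. The simulated genes were drawn independently, so the effect of correlation between genes was not tested.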

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

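The tests of 1 outlying liver for Pde4b and for Cebpa averaged over sexes, and for Pde4b of the limits of single blood cell markers, were chosen only after the result was seen.

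The paper does not discuss Pde4b, Nr0b2, or Ppp1r3g, which were higher with FGF21 in females by log2 fold changes of 0.91, 1.00, and 2.41. With Cebpa, they were the 4 genes with an adjusted p under 0.05 in females. Of 100 splits of the livers within each sex, the real one included, 1 gave as many such genes in females, and the others gave at most 1 gene. At an unadjusted p under 0.05, 40 of the 100 splits gave as many genes as the 503 of the real split, so the finding concerns these few genes and not a broad shift. Library depth, the share of counts taken by a few genes, and GC content were each tested as technical explanations. Each would have removed the 4 genes if it were the whole cause. With log2 library total as a covariate, 4 of the 4 genes kept an adjusted p under 0.05. With the share of the 10 most abundant genes as a covariate, 3 kept it, and Ppp1r3g had 0.0723. After a GC trend was removed from each library, 3 kept it, and Ppp1r3g had 0.0504. With 2 surrogate variables, 4 kept it. These variables were estimated with the groups in the model, so a hidden batch aligned with treatment could not be excluded. Over the alternative settings, the adjusted p of Ppp1r3g ranged from 0.00763 to 0.0957. Admixture of blood cells was tested with marker lists. In females the leukocyte list had a fry p of 0.807 and the red blood cell list one of 0.551. Their most abundant genes, Lyz2 (33.6 CPM) and Hbb-bs (368 CPM), had log2 fold changes of 0.03 (SE 0.15) and 0.09 (SE 0.18). Dependence on 1 outlying liver was tested last. When a female liver was left out, as few as 1 of the 4 genes kept an adjusted p under 0.05, and 16 of the 19 removals left fewer than 4. The fewest were left without vehicle-treated female replicate 4, 8, or 9. The female calls of Cebpa, Nr0b2, and Ppp1r3g thus depended on single livers, while their log2 fold changes kept their sign, from −0.48 to −0.41, 0.86 to 1.08, and 2.06 to 2.72. For Cebpa, 1 outlying liver was excluded as the whole cause. All 9 FGF21-treated females were below every vehicle-treated female, and averaged over sexes its adjusted p reached at most 0.0434 whichever liver was left out. For Nr0b2 and Ppp1r3g, 1 outlying liver stays open as an explanation of the call.

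For Pde4b, the technical explanations tested, apart from a hidden batch aligned with treatment, were each excluded by a value. Its highest adjusted p over the fits that each left out 1 liver was 0.000513. With depth, the share of the most abundant genes, and GC content taken into account, its adjusted p was 5.47e-05, 0.000148, and 8.88e-05. The upper 95% limit of the log2 fold change lay below that of Pde4b for 5 of 5 leukocyte markers tested and for 5 of 5 red blood cell markers. Averaged over both sexes, Pde4b had a log2 fold change of 0.67 (adjusted p = 2.28e-05), and it was above the vehicle median in 10 of 11 males. With Cebpa, it was 1 of 2 genes past the threshold in that comparison, and 1 of the 100 splits gave as many. At an unadjusted p under 0.05, 13 of the 100 splits gave as many genes as the 828 found. A hepatic Pde4b response to FGF21 in both sexes may be biological. It was found and tested on the same livers, and a different feeding state of the treated mice, taken up under the other observations, was not excluded as its route.

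Sex had a far larger effect than treatment, and the paper does not report it for these livers. Between vehicle-treated males and females, 1872 genes had an adjusted p under 0.05, of which 950 were higher and 922 lower in males, and 3475 (26.4%) had an unadjusted p under 0.05. Of 100 splits of the vehicle-treated livers, 1 gave as many genes as either count, and the others reached at most 73 genes with an adjusted p under 0.05. Abcg2 was 94.1 CPM in males and 32.0 CPM in females, a log2 fold change of 1.55 (SE 0.09, adjusted p = 3.34e-22). Cyp2d9 (709.6 and 18.8 CPM) and Mup20 (414 and 5.39 CPM) were also higher in males, and Cyp2c40 (1.10 and 252 CPM) and Cyp2b13 (0.365 and 137 CPM) were lower. Sult2a1 was at least 254-fold lower in males. Apart from Abcg2, these genes belong to families of close paralogs, and the authors' counting could have split reads among members, so the values of single members are uncertain. Median library totals in these groups were 2945950 and 2969232 counts. No technical explanation beyond the splits and the alternative settings was tested for the sex difference, and sex itself, which the design names, stays the open explanation.

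In 5 gene and group combinations, 1 liver lay far from the others. Such livers were sought in the female groups for the named genes, in 78 tests, where 3.9 would be expected by chance. Lamtor5 was 28.3 CPM (83 counts) in FGF21-treated female replicate 8, against 16.7 to 21.3 CPM in the others. Hdac1 was 20.0 CPM (88 counts) in vehicle-treated female replicate 1, against 24.1 to 29.4 CPM. Fst was 2.73 CPM in vehicle-treated female replicate 6, against 0 to 0.73 CPM, which rests on 5 counts in the library with the lowest total, 1781653. Ddx3y was 0.892 CPM (3 counts) in FGF21-treated female replicate 3 and 0 in the other females of that group. Cyp2b13 was 54.6 CPM (156 counts) in vehicle-treated female replicate 10, against 98.6 to 189 CPM. The 5 values come from 5 different livers, and their number is close to that given by chance. No technical cause was tested, and the design gives no condition of a single liver, so no biological explanation was tested.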

How the results depend on the processing

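In males, 0 genes had an adjusted p under 0.05 (1045 at an unadjusted p under 0.05), and the count stayed 0 in 11 of 12 alternatives and in all 41 fits that each left out 1 liver. The treatment x sex interaction gave 0 genes (572 at an unadjusted p under 0.05) in the reported setting, in all 11 alternatives, and in all 41 such fits.

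For female FGF21 against saline, the 4 genes became 7 with limma-voom, 11 with the DESeq2 Wald test, 12 with sample quality weights, 8 with no robust estimation, 12 with 2 surrogate variables, and 7 with only the livers of that sex. They became 2 with library size only and 2 with no filter, 3 with at least 10 counts in every liver, and 5 at a threshold of 0.10. All 4 genes were shared by the calls of limma-voom, DESeq2, its size factors, quality weights, no robust estimation, and 2 surrogate variables, and library size only kept Cebpa and Pde4b. Pck1, Ppp1r3b, and 2410131K14Rik were also called by each of these settings except DESeq2's size factors and library size only. For Nr0b2, female FGF21 against saline, and likewise for Ppp1r3g, the adjusted p was 0.0612 with library size only and 0.0957 with no filter, the highest of their alternatives, which went down to 0.00152 and 0.00763. Across the 41 fits that each left out 1 liver, the count ranged from 1 to 7. It was 7 without FGF21-treated female replicate 3, 1 without vehicle-treated female replicate 4, 8, or 9, and 2 without vehicle-treated female replicate 1 or 7 or FGF21-treated female replicate 4 or 6. The cause was not tested.

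For FGF21 against saline averaged over sexes, the 2 genes became 11 with limma-voom, 22 with the DESeq2 Wald test, 16 with sample quality weights, 15 with no robust estimation, 4 with 2 surrogate variables, 5 with at least 10 counts in every liver, where fewer genes are tested, and 12 at a threshold of 0.10. Cebpa and Pde4b were shared by each of these settings in which calls were compared. Leaving out 1 liver gave 2 to 18 genes, with 18 without vehicle-treated female replicate 10, 9 without vehicle-treated male replicate 10, 7 without FGF21-treated male replicate 6, and 4 without vehicle-treated female replicate 2 or FGF21-treated female replicate 7. The Fgf21 transcript, at an adjusted p of 0.0659, fell below 0.05 in 6 alternatives (range 0.00886 to 0.117), and in females it did so with 2 surrogate variables (0.0102, against a highest value of 0.447). The cause was not tested.

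The livers of the 4 groups share replicate numbers, and a fit with the number as a block was also made. With the block, the count was 1 in males, 12 in females, and 47 averaged over sexes, and the 1 gene in males was Trib1, which was chosen after its values were seen. The pairing was checked by the correlation of the deviations of same-numbered livers from their group means. Over 20 pairs, r ranged from −0.084 to 0.204, with 2 above 0.1 and 8 below 0, so the numbers do not pair the livers.

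The correlation of male and female log2 fold changes, 0.0609, was −0.00646 with no filter, which is reversed, and 0.167 with at least 10 counts in every liver, and 0.0203 to 0.0933 with 1 liver left out. The share of genes of low count is what these 2 filters change. For positive regulation of TOR signaling, the p of 0.00216 became 0.256 with camera with preset correlation, 0.207 with an estimated correlation, and 0.154 with the direction-free p of fry, while 11 other settings gave 0.00017 to 0.0354 and leaving out 1 liver 0.00016 to 0.0369. For response to amphetamine, 0.0114 became 0.452, 0.446, and 1 with the same tests and 0.0531 with 2 surrogate variables, while 10 other settings gave 0.00041 to 0.0237. Leaving out 1 liver gave 0.00065 to 0.0826, with 0.0826 without FGF21-treated female replicate 5 and 0.0572 without vehicle-treated female replicate 10. For white fat cell differentiation, 0.000160 became 0.236, 0.218, and 0.642 with these tests, while 11 other settings gave 0.00012 to 0.0082 and leaving out 1 liver 2e-05 to 0.0014. The rotation test, chosen after the data were seen, uses no direction and keeps the correlation between genes, and it gave 0.0283, 0.0237, and 0.00820 for these 3 lists. Camera, which gave similar p with a preset and an estimated correlation, tests for a shift in 1 direction, while the members of these lists changed in both, so its high p say little about a change without a common direction. For activin receptor signaling, 0.504 became 0.0455 with no filter, and 13 other settings gave 0.217 to 0.613 and leaving out 1 liver 0.109 to 0.662. The settings of each list include the rotation test. Of the 24 tests of marker lists, 0 had an adjusted p under 0.05 with fry, where the smallest unadjusted p was 0.0582, and 4 had one with camera with preset correlation. None of the 4 held under fry or with an estimated correlation, where the smallest adjusted p was 0.506.

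Among single genes, the male change of Pparg was reversed to 0.20 with 2 surrogate variables. For Dgat2, treatment x sex interaction, the sign was reversed with DESeq2 size factors (−0.00112), with no filter (−0.000673), and with the replicate block (−0.0100), and ranged from −0.0242 to 0.0551 with 1 liver left out. For Thrsp, treatment x sex interaction, it was reversed with sample quality weights (−0.0467) and with the replicate block (−0.0183), and ranged from −0.00650, without FGF21-treated female replicate 2, to 0.37. The interaction of Acacb ranged from −0.28 to 0.14 with 1 liver left out. These interactions are smaller than their SE, so their signs are not determined. Other interactions kept their sign but changed in size by over 1.5 times. With 2 surrogate variables, that of Pparg went from 1.10 to 0.56, Cd36 from 0.31 to 0.04, Fabp4 from 0.43 to 0.16, Seh1l from 0.39 to 0.24, Rheb from 0.36 to 0.15, Hprt from 0.34 to 0.185, Hfe2 from −0.32 to −0.21, and Fgf21 from −1.07 to −1.65. That of Ppp1r3g went from 1.37 to 0.74 with limma-voom. That of Inhba, −0.50, was as small as −0.28 among its alternative settings. For Scd1, treatment x sex interaction, −0.30 became −0.96 with limma-voom, −1.09 with sample quality weights, and −1.11 with 2 surrogate variables. It was −0.54, −0.18, and −0.59 without vehicle-treated male replicate 1, 2, and 8, −0.17, −0.57, and −0.14 without FGF21-treated female replicate 4, 5, and 8, and −0.15 without vehicle-treated female replicate 8. That of Fabp4 was 0.22 without vehicle-treated male replicate 1, Fst 0.63 without vehicle-treated male replicate 8, Inhba −0.32 without vehicle-treated female replicate 10, and Inhbb and Egr1 0.44 and 0.29 without vehicle-treated male replicate 11. The male change of Pparg was −0.19 without vehicle-treated male replicate 7. The male change of Fgf21, −1.38, was as small as −0.65 among its alternative settings. The cause was not tested.

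For male against female under saline, 1402 to 2532 genes had an adjusted p under 0.05 over 11 alternatives and 1661 to 1996 with 1 liver left out. With library size only, 544 of 2161 genes were higher in males, against 950 of 1872 with TMM, and the median log2 fold change of all genes was −0.12. The 3 male-higher and 3 female-higher genes named kept their direction under this scaling. Depth limits most the genes near 1 CPM, such as Prdm16, Fst, and Gdf6, whose interaction rests on a few reads per liver.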

Differences from the paper's values

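For activin receptor signaling, the −log10 p of the list was 0.298, against the paper's value of about 2.7 in Fig. 3K, read by eye. None of the alternatives set before the data were examined closed the gap, and neither did any fit with 1 liver left out. The nearest was the setting with no filter on low counts, at 1.34. The paper's text does not name the test behind its value.

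The log2 fold change of Scd1 in males was −0.11, against the paper's value of about 0.2 in Supplemental Figure 1, read by eye. Among the alternatives set before the data were examined, limma-voom (0.22), limma-voom with sample quality weights (0.31), the replicate block (0.20), and leaving out vehicle-treated male replicate 1 (0.13) or 8 (0.18) closed the gap. The paper's methods name limma-voom. DESeq2's Wald test (−0.11), DESeq2's size factors (−0.11), library size only (−0.14), no filter (−0.11), at least 10 counts in every liver (−0.12), no robust estimation (−0.11), 2 surrogate variables (0.73), and leaving out any other liver did not.

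The paper ranks activin receptor signaling among the 5 GO pathways most enriched for the treatment × sex interaction. Here its list had a permutation p of 0.504, and the setting with no filter was the 1 alternative with a p under 0.05 (0.0455).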

Other observations

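The tests of feeding state, of the time of collection, and of the lists by rotation were chosen only after the result was seen.

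Where the count at an adjusted p under 0.05 is 0, as in males, for the interaction, and for the marker lists, 100 of 100 splits of the livers give as many by construction, so these splits say nothing. At an unadjusted p under 0.05, 10 of the 100 splits gave as many as the 1045 found in males. For the treatment × sex interaction, 43 gave as many as the 572 at an unadjusted p under 0.05. The correlation of the male and female log2 fold changes, 0.0609, was reached by 14 of the 100 splits.

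The list statistics behaved differently from the single genes. For positive regulation of TOR signaling, for response to amphetamine, and for white fat cell differentiation, 1 of the 100 splits, the real one, gave a Kolmogorov-Smirnov statistic as large, and for activin receptor signaling 64 did. The lists were picked by the study on these livers as those most enriched for the interaction, so a low number of splits would follow from that selection too and is not independent evidence. A test in other mice would be needed to separate selection from a sex-dependent response.

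In females, genes of the fasted state tended to rise and lipogenic genes of the fed state to fall with FGF21. Of 10 fasting genes, 7 were higher (median log2 fold change 0.07, fry p = 0.0582, adjusted p = 0.761), and of 10 lipogenic genes, 2 were higher (median −0.22, fry p = 0.0634, adjusted p = 0.761). With camera and its preset correlation, the adjusted p was 0.0204 for the fasting list and 0.000132 for the lipogenic list, and with an estimated correlation it was 0.506 for both. Pck1 had a log2 fold change of 1.05 (SE 0.25, unadjusted p = 0.000138) in females and 0.32 in males (interaction 0.73, unadjusted p = 0.0351). Its female adjusted p was under 0.05 with limma-voom, DESeq2's Wald test, quality weights, no robust estimation, and 2 surrogate variables. It was not under 0.05 in the reported setting, nor with DESeq2's size factors, library size only, or the replicate block. Igfbp1 rose in both sexes, by 1.36 (SE 0.48) in females and 1.74 (SE 0.45) in males (interaction −0.38, unadjusted p = 0.559). Pck1, Igfbp1, and, among clock genes, Per1 and Nr1d2 were chosen from the lists after their values were seen. A lower feeding state of the FGF21-treated females at collection may explain these changes, but other genes of the list argue against a long fast. Cpt1a (0.04, SE 0.07) did not move, and the transcript of Fgf21, itself in the list, fell. In the paper's longer experiments, FGF21 raised caloric intake in DIO females, or did not change it significantly in sham-operated females. Intake was lower with FGF21 in ovariectomized females. These were other mice, so they do not settle intake here. The paper's methods give mice free access to food unless specified. Food access and intake in the hours before these livers were taken are not stated. A lower feeding state and a direct effect of FGF21 on these genes therefore cannot be told apart. The lists share genes with the paper's pathways (Scd1, Acacb, and Thrsp among them) and all 10 genes of each list were above the filter in these livers.

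A shift in the time of collection was the other hypothesis for this pattern. Genes of the evening arm of the clock had a fry p of 0.207 in females, with 6 of 8 higher (median log2 fold change 0.12), and the morning arm 0.924, with 2 of 5 higher (median −0.03). Per1 had the smallest p of these genes in females (0.88, SE 0.24, unadjusted p = 0.000674), with an interaction of 0.55 (unadjusted p = 0.0955). Nr1d2 also rose in females, by 0.24 (SE 0.11, unadjusted p = 0.0306), with an interaction of 0.13 (unadjusted p = 0.362). For the interaction, 8 of 8 evening genes were more positive in females (median 0.29, fry p = 0.227). With camera and its preset correlation, the evening arm had an adjusted p of 0.0204 in females and 0.0392 for the interaction, 2 of its 4 calls, and neither held under fry (adjusted p = 0.911 for both) or with an estimated correlation (0.948 for both). Because the evening genes pass the threshold in 1 of these tests and the morning genes in none, a shift in time and no shift cannot be told apart from these lists.

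With fry, 0 of the 24 tests of marker lists had an adjusted p under 0.05 and 0 had an unadjusted p under 0.05. With camera and its preset correlation, 4 had an adjusted p under 0.05. In males the fry p was 0.656 for adipocytes, 0.580 for red blood cells, 0.472 for leukocytes, 0.388 and 0.676 for the morning and evening arms of the clock, 0.427 for lipogenic genes, 0.683 for fasting genes, and 0.286 for PPARG targets, each with an adjusted p of 0.911. For the interaction it was 0.674, 0.914, 0.733, 0.617, 0.227, 0.420, 0.294, and 0.901 in the same order. In females it was 0.986 for adipocytes and 0.310 for PPARG targets, which went down. A shift of PPARG targets as a group was thus not found in either sex or between the sexes.

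The transcript of Fgf21 (ENSMUSG00000030827.5, chromosome 7, 45613886 to 45615490) was lower in livers of mice given the recombinant human protein, which is not measured by RNA-Seq. It went from 5.13 ± 4.58 to 1.93 ± 1.81 CPM in males, a log2 fold change of −1.38 (SE 0.49, unadjusted p = 0.00763, adjusted p = 0.466). The transcript was lower in males under each alternative setting, by log2 fold changes from −1.48 to −0.65. In females it went from 3.79 ± 1.61 to 0.683 ± 0.746 CPM, a log2 fold change of −2.45 (SE 0.64, unadjusted p = 0.00046, adjusted p = 0.320), with 9 of 9 FGF21-treated livers below the vehicle median and 8 below every vehicle-treated liver. Averaged over sexes the log2 fold change was −1.92 (adjusted p = 0.0659, and 0.00886 to 0.117 over its alternatives), and the interaction was −1.07 (unadjusted p = 0.206). These are few reads per liver, and no cause was tested.

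Transcripts of receptors and of the response gene Egr1, which the paper names, were also read in these livers. Egr1 was 107 ± 87.1 and 97.7 ± 62.4 CPM in vehicle- and FGF21-treated males and 70.7 ± 36.4 and 99.9 ± 50.5 CPM in females, with an interaction of 0.63 (unadjusted p = 0.252). Log2 fold changes in males and females were −0.27 and −0.10 for Fgfr1, −0.19 and 0.17 for Fgfr2, −0.16 and −0.30 for Fgfr3, −0.06 and 0.04 for Fgfr4, and 0.23 and −0.14 for Klb, whose interaction p was 0.108. Fgfr1, Fgfr2, Fgfr3, Adrb3, and Rapgef3 overlap other genes. Adipor1 fell in males by 0.28 (unadjusted p = 0.00281, adjusted p = 0.457) and in females by 0.06, with an interaction p of 0.0965. Adipor2, Adrb3, and Rapgef3 had interaction p of 0.766, 0.711, and 0.112. Adipoq and Adra2a, with mean CPM of 0.118 and 0.217, were below the filter and were not tested.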
